# A Mutation in *LTBP2* Causes Congenital Glaucoma in Domestic Cats (*Felis catus*)

**DOI:** 10.1371/journal.pone.0154412

**Published:** 2016-05-05

**Authors:** Markus H. Kuehn, Koren A. Lipsett, Marilyn Menotti-Raymond, S. Scott Whitmore, Todd E. Scheetz, Victor A. David, Stephen J. O'Brien, Zhongyuan Zhao, Jackie K. Jens, Elizabeth M. Snella, N. Matthew Ellinwood, Gillian J. McLellan

## Abstract

The glaucomas are a group of diseases characterized by optic nerve damage that together represent a leading cause of blindness in the human population and in domestic animals. Here we report a mutation in *LTBP2* that causes primary congenital glaucoma (PCG) in domestic cats. We identified a spontaneous form of PCG in cats and established a breeding colony segregating for PCG consistent with fully penetrant, autosomal recessive inheritance of the trait. Elevated intraocular pressure, globe enlargement and elongated ciliary processes were consistently observed in all affected cats by 8 weeks of age. Varying degrees of optic nerve damage resulted by 6 months of age. Although subtle lens zonular instability was a common feature in this cohort, pronounced ectopia lentis was identified in less than 10% of cats examined. Thus, glaucoma in this pedigree is attributed to histologically confirmed arrest in the early post-natal development of the aqueous humor outflow pathways in the anterior segment of the eyes of affected animals. Using a candidate gene approach, significant linkage was established on cat chromosome B3 (LOD 18.38, θ = 0.00) using tightly linked short tandem repeat (STR) loci to the candidate gene, *LTBP2*. A 4 base-pair insertion was identified in exon 8 of *LTBP2* in affected individuals that generates a frame shift that completely alters the downstream open reading frame and eliminates functional domains. Thus, we describe the first spontaneous and highly penetrant non-rodent model of PCG identifying a valuable animal model for primary glaucoma that closely resembles the human disease, providing valuable insights into mechanisms underlying the disease and a valuable animal model for testing therapies.

## Introduction

Glaucoma is a leading cause of blindness due to characteristic damage to the retinal ganglion cells (RGCs) and optic nerve, and in the human population is estimated to affect more than 60 million people worldwide [1]. Maintenance of an intraocular pressure (IOP) within a defined normal range is vital to the structural and physiological well-being of the eye. Aqueous humor is continuously produced by the ciliary body epithelium and is drained from the anterior chamber of the eye to the systemic circulation, primarily through the trabecular meshwork and Schlemm’s canal located just anterior to the root of the iris. The IOP is the result of the dynamic relationship between aqueous humor production and outflow. Obstruction of aqueous humor outflow leads to elevated IOP, which is an important risk factor for the development of glaucoma [2].

Although glaucoma is generally considered a disease of older adults, it is an important and devastating cause of vision loss in children, accounting for just under 7% of cases of childhood blindness worldwide [3–5]. A number of chromosomal loci associated with primary congenital glaucoma (PCG) have been identified in humans (OMIM 231300, 600975, 613085, and 613086) and mutations in the cytochrome P450 gene, *CYP1B1*, and *LTBP2* gene at two of these loci were identified in families segregating PCG [6, 7].

However, despite advances in our knowledge of glaucoma genetics, basic research in the pathogenesis and treatment of glaucoma in general, and PCG in particular, has been hampered by a lack of appropriate animal models [8]. Spontaneous glaucoma has been reported in a number of species including dogs and cats [9, 10] and an underlying molecular genetic basis reported for open angle glaucoma in Beagles [11]and Norwegian elkhounds [12] and angle closure glaucoma in Basset hounds [13]. We have established and characterized a novel, spontaneous, feline model of PCG. The phenotype was initially observed in a pair of Siamese cats but, as reported previously and demonstrated here, is independent of the Siamese genetic background [14]. Here we report the causal mutation in *LTBP2*, a known gene implicated in human PCG (OMIM 613086) [7, 15]. This represents the first extant, large animal model of PCG and is the first report documenting a causal mutation for glaucoma in cats.

## Results

### Clinical phenotype of feline PCG

Clinical examination to determine ocular phenotype was conducted in 147 cats in an expanded pedigree. Apart from the ocular phenotypes, the proband siblings and the two founding individuals appeared to be healthy, with no overt systemic abnormalities and were fertile. Neonatal mortality and incidence of other congenital abnormalities, such as cleft palate or cardiac defects was comparable to, or lower than, reported for purebred cats in other establishments and the general feline population. A distinctive, abnormal ocular phenotype was identified in all offspring that resulted from matings between these two Siamese individuals, and from other affected to affected pairings in the pedigree. All affected cats have bilateral mild to moderate globe enlargement that is generally apparent as soon as eye examinations can be reliably carried out in kittens. The disease is typically bilateral and symmetrical and no significant differences between the left and right eyes were observed. By the age of 8 weeks mean IOP is significantly higher in cats with congenital glaucoma than in normal cats (Fig 1). With the exception of <2% of animals examined that had grossly enlarged globes and corneal edema, all affected cats were subjectively assessed to be visual. Neither episcleral vascular congestion nor signs suggestive of ocular pain were apparent or attributable to the glaucoma phenotype and there was no evidence of intraocular inflammation on slit-lamp biomicrosopy.

**Fig 1:**
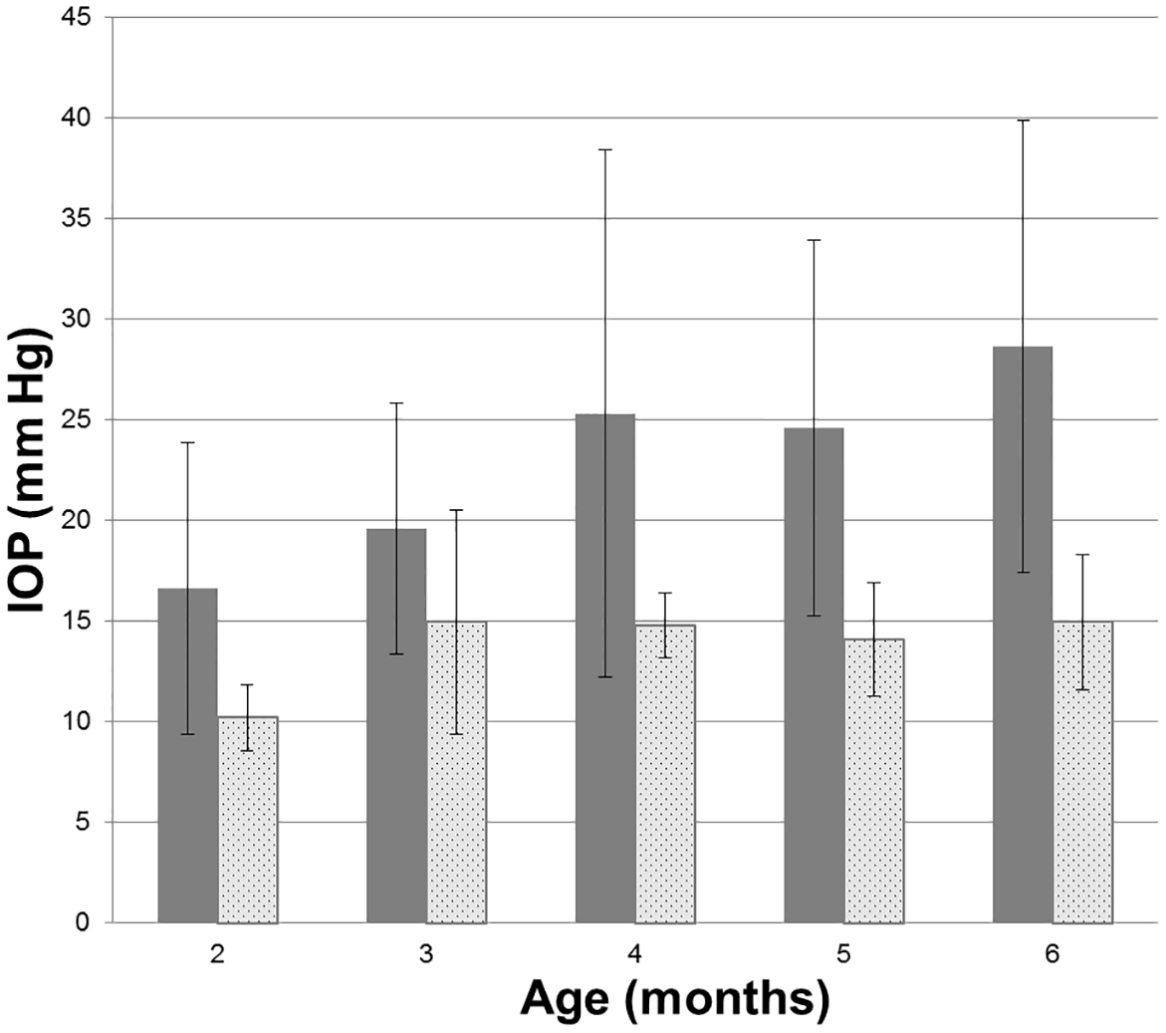
Intraocular pressure in glaucomatous and normal cats. Intraocular pressure measured by rebound tonometry (TonoVet, ICare oy, Finland) was significantly greater in PCG (solid bars) than in normal cats (patterned bars) at all ages from 2 months of age (ANOVA with Tukey-Kramer multiple comparisons post-test, p<0.05). Error bars represent standard deviation. Numbers (n) of subjects in each age group are indicated on each column.

Gonioscopy revealed open or slightly narrowed iridocorneal angles, with subtle dysplasia of the pectinate ligament that is normally characterized by sparse and delicate fibers that span the entrance to the ciliary cleft in cats (Fig 2). This feature is consistent with goniodysgenesis, supported by the extreme narrowing of the ciliary cleft reported previously on high resolution ultrasonography of the ocular anterior segment in affected animals [16]. Additional clinical features noted in affected animals include prominent, elongated ciliary processes, spherophakia, iris hypoplasia (Fig 3) and iridodonesis (iris trembling). These features are readily and consistently observed in cats over 4 months of age, but are not consistently appreciable in younger kittens. More pronounced clinical signs of lens instability, i.e. anterior or posterior lens subluxation and luxation (ectopia lentis) occur within the first two years of life in ~8% of affected eyes. Haab’s striae (a feature of corneal stretching) or corneal edema are observed in fewer than 10% of affected eyes. When present, corneal edema is generally associated with lens instability and corneal endothelial contact by an anterior luxated or subluxated lens. Mild to pronounced optic nerve head cupping can be appreciated on ophthalmoscopy in all affected cats from 6 months of age (Fig 4) and is consistent with histopathological findings (see below).

**Fig 2:**
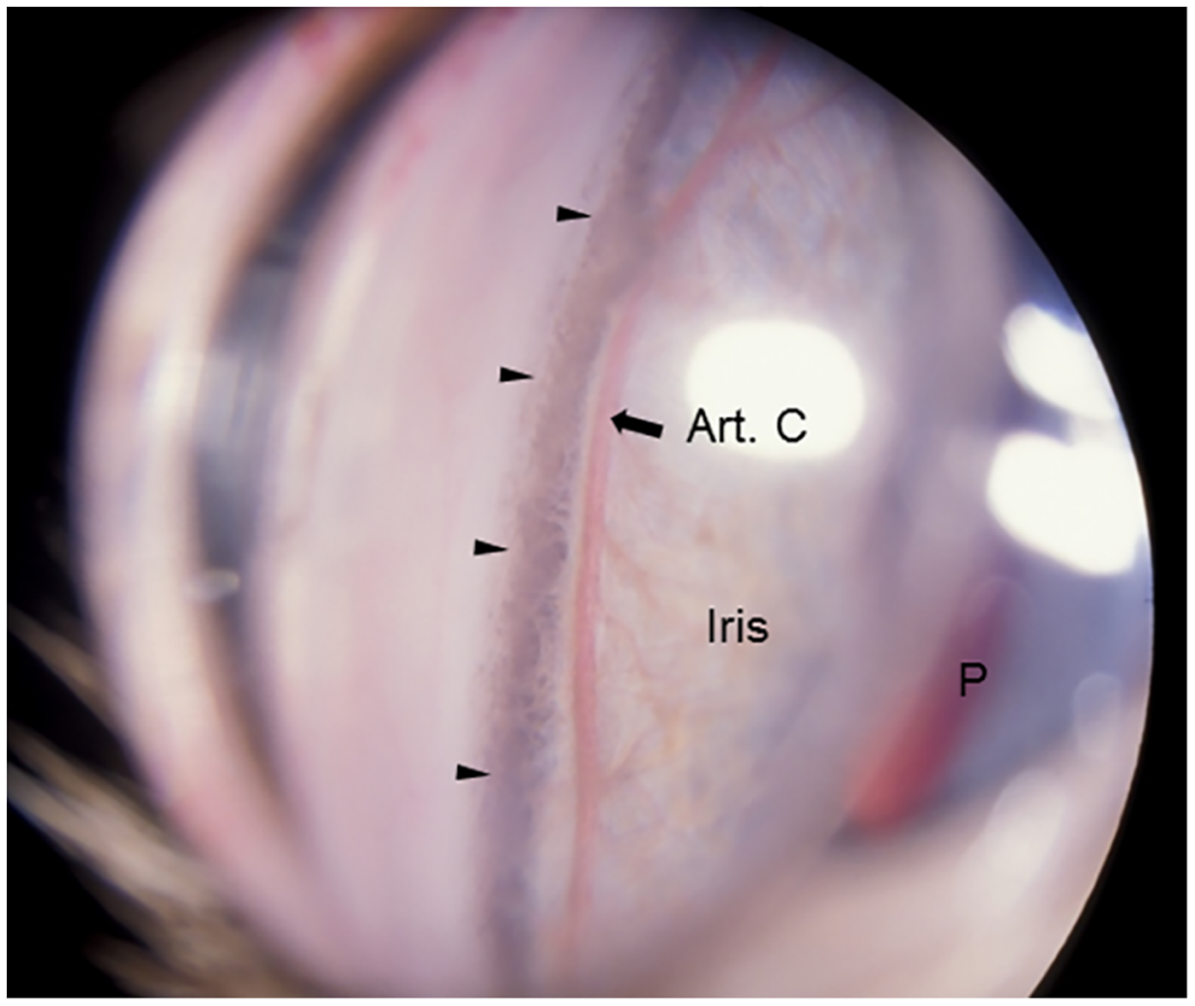
Gonioscopic Features of Feline Primary Congenital Glaucoma. Goniophotograph illustrates an open, but slightly narrowed, iridocorneal angle (opening of ciliary cleft; indicated by arrow heads) and mild dysplasia of the pectinate ligament visualized by gonioscopy in a 7 month-old Siamese cat with primary congenital glaucoma. No ectopia lentis was evident in this subject. (I = Iris, P = pupil, Art. C = major arterial circle of iris).

**Fig 3:**
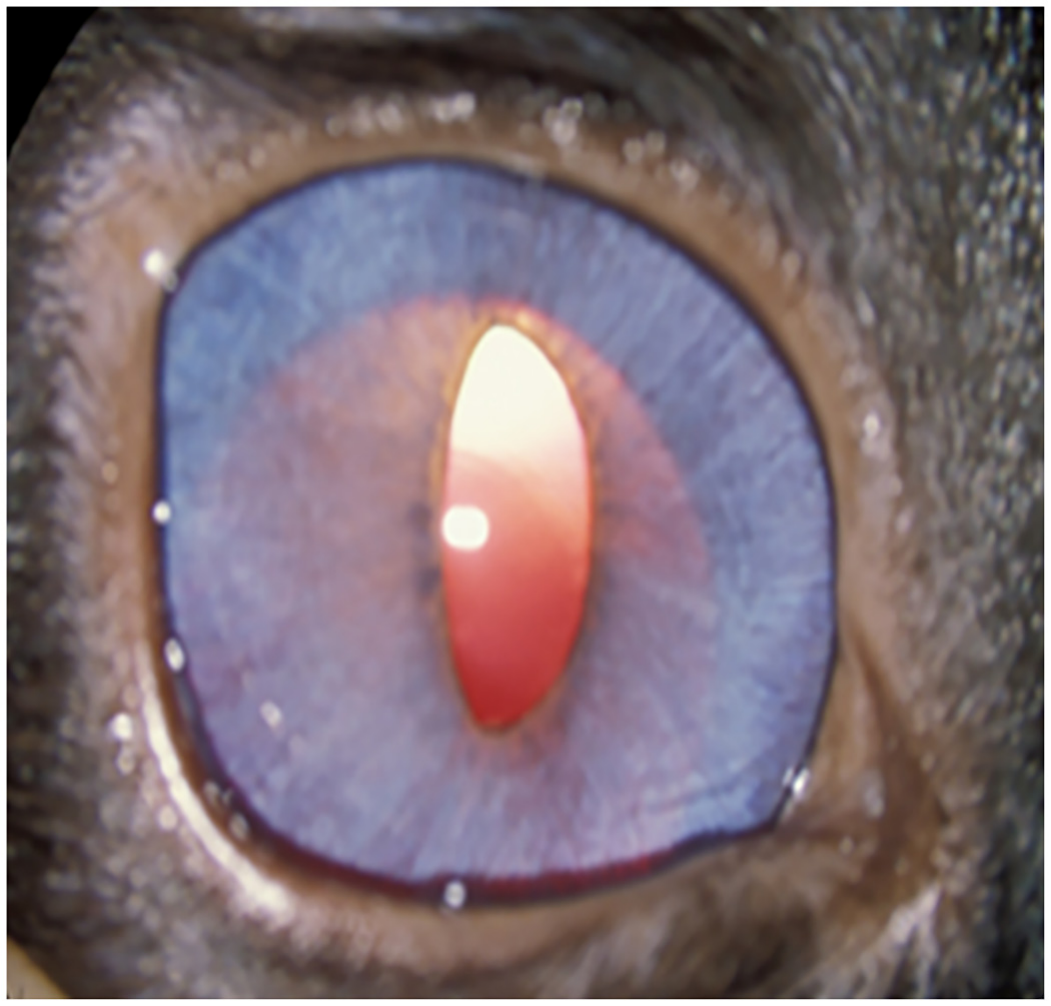
Clinical Appearance of Feline Primary Congenital Glaucoma. Iris hypoplasia and ectopia lentis in feline PCG. The outline of the posteriorly subluxated lens can be readily appreciated through thin, translucent iris tissue in this affected Siamese cat.

**Fig 4:**
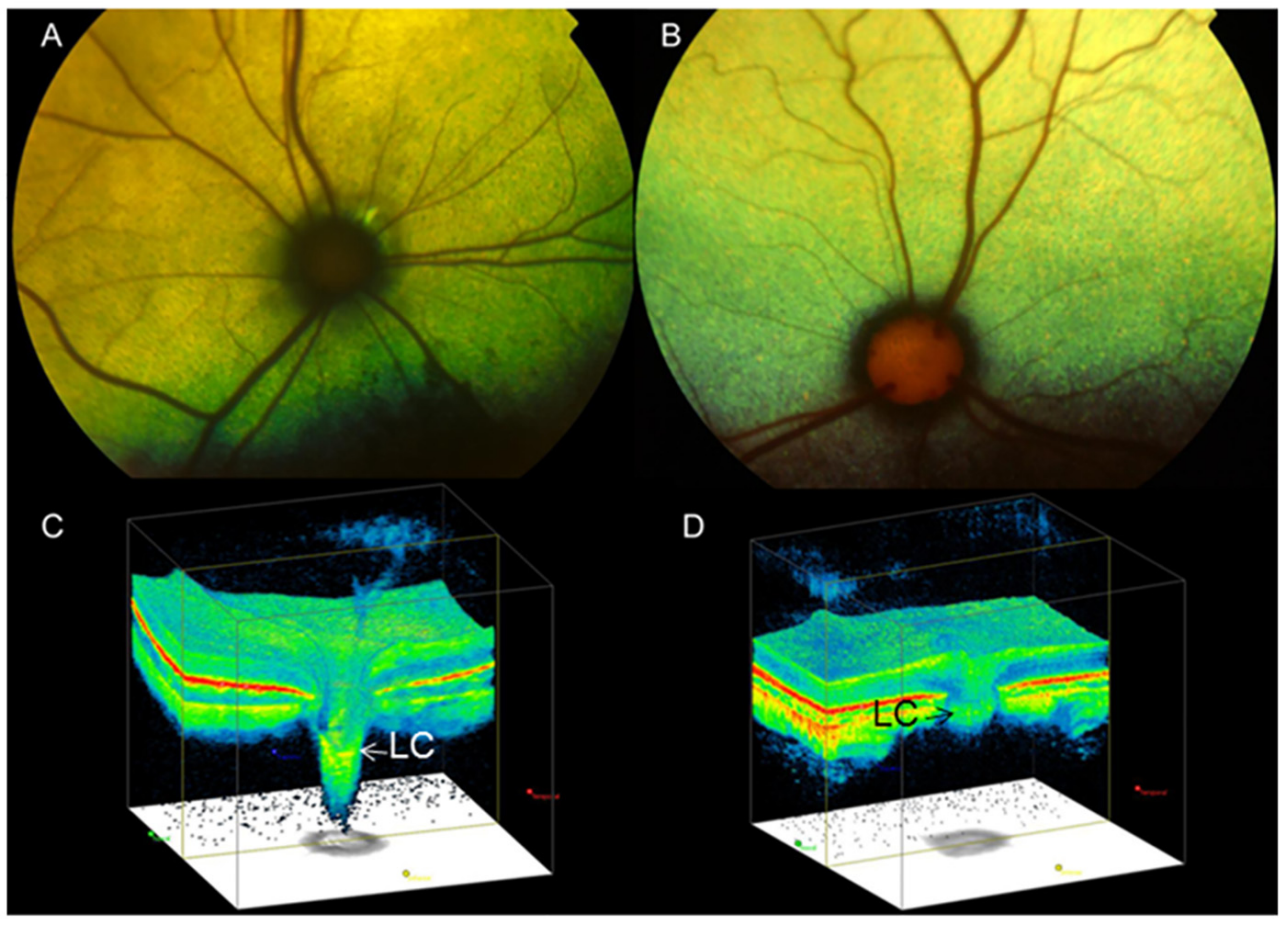
Optic Nerve Head Cupping in Feline Primary Congenital Glaucoma. Fundus photographs illustrate the cupped and degenerate optic nerve head of [A] a cat with advanced primary congenital glaucoma and compared with a normal age-matched cat [B]. An optic nerve cube scan obtained by spectral domain optical coherence tomography (OCT;Cirrus, Carl Zeiss Meditec Inc., Dublin, CA) acquired in this affected cat confirms dramatic posterior displacement of the lamina cribrosa (LC, arrowed)[C] compared to the normal control[D]. (Modified, with permission, from McLellan GJ, Rasmussen CA. Optical coherence tomography for the evaluation of retinal and optic nerve morphology in animal subjects: practical considerations. Veterinary Ophthalmology. Sep 2012;15 Suppl 2:13–28.).

To characterize the morphologic abnormalities in the aqueous outflow pathway, sagittal histologic sections of enucleated eyes were evaluated by light microscopy. Eyes were obtained from 16 affected and 20 age-matched F1 out-crossed and unrelated control cats humanely euthanized from one day to 3 weeks of age. In the anterior segment a paucity of intra-scleral blood vessels, and hypoplasia of iris stroma and ciliary body, is evident at birth in affected cats (Fig 5). Elongation of the ciliary processes is a consistent finding in affected cats by 3 weeks of age. Post-natal development of the structures of the ciliary cleft, which should be well developed by three weeks of age in normal cats, [17] appears to be arrested in affected kittens. The uveal and corneo-scleral trabecular meshwork, angular aqueous plexus (analogous to Schlemm’s canal in human eyes), and associated vascular channels are rudimentary in affected animals and when visible, appear collapsed.

**Fig 5:**
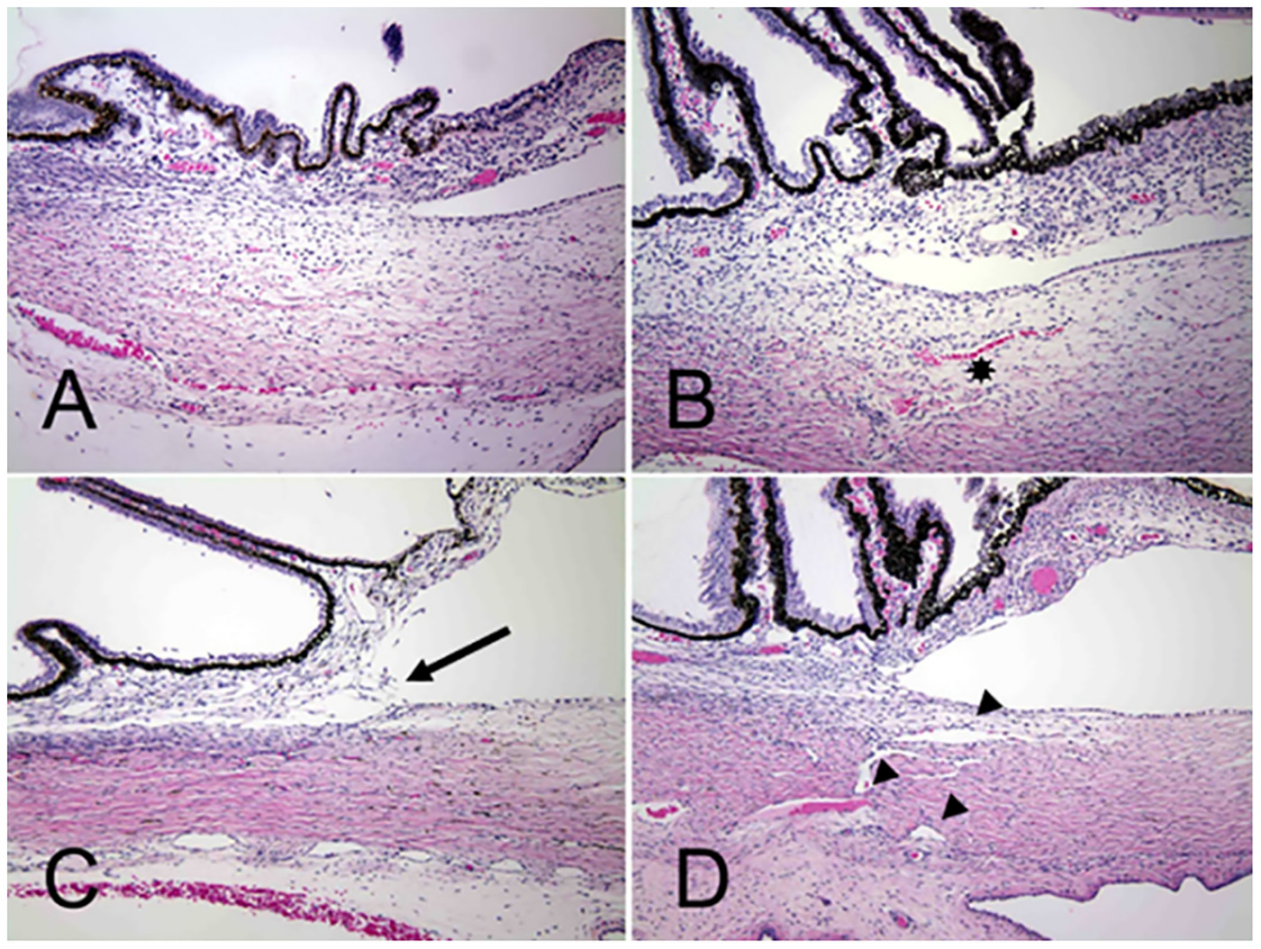
Arrested development of Aqueous Humor Outflow Pathways in Feline Primary Congenital Glaucoma. Photomicrographs of the iridocorneal angle in one day old (A and B) and 18 day old (C and D) cats. Affected cats (A and C) from the pedigree appear to develop fewer scleral vessels (asterisk) than normal and F1 out-crossed animals (B and D). Affected animals also fail to develop the normal vessels of the angular aqueous plexus (analogous to the canal of Schlemm in humans), collector channels and intrascleral venous plexus (arrowheads).

Histological examination of optic nerve specimens derived from 66 eyes of 38 glaucomatous cats and 33 eyes of 20 normal cats that were 6 months of age or older confirmed that optic nerve head cupping observed clinically is accompanied by significant reduction in the number of optic nerve axons (Figs 6 and 7), consistent with a prior report of structural and functional abnormalities of the inner retina and optic nerve that were identified *in vivo* by optical coherence tomography and electrophysiology, respectively [18].

**Fig 6:**
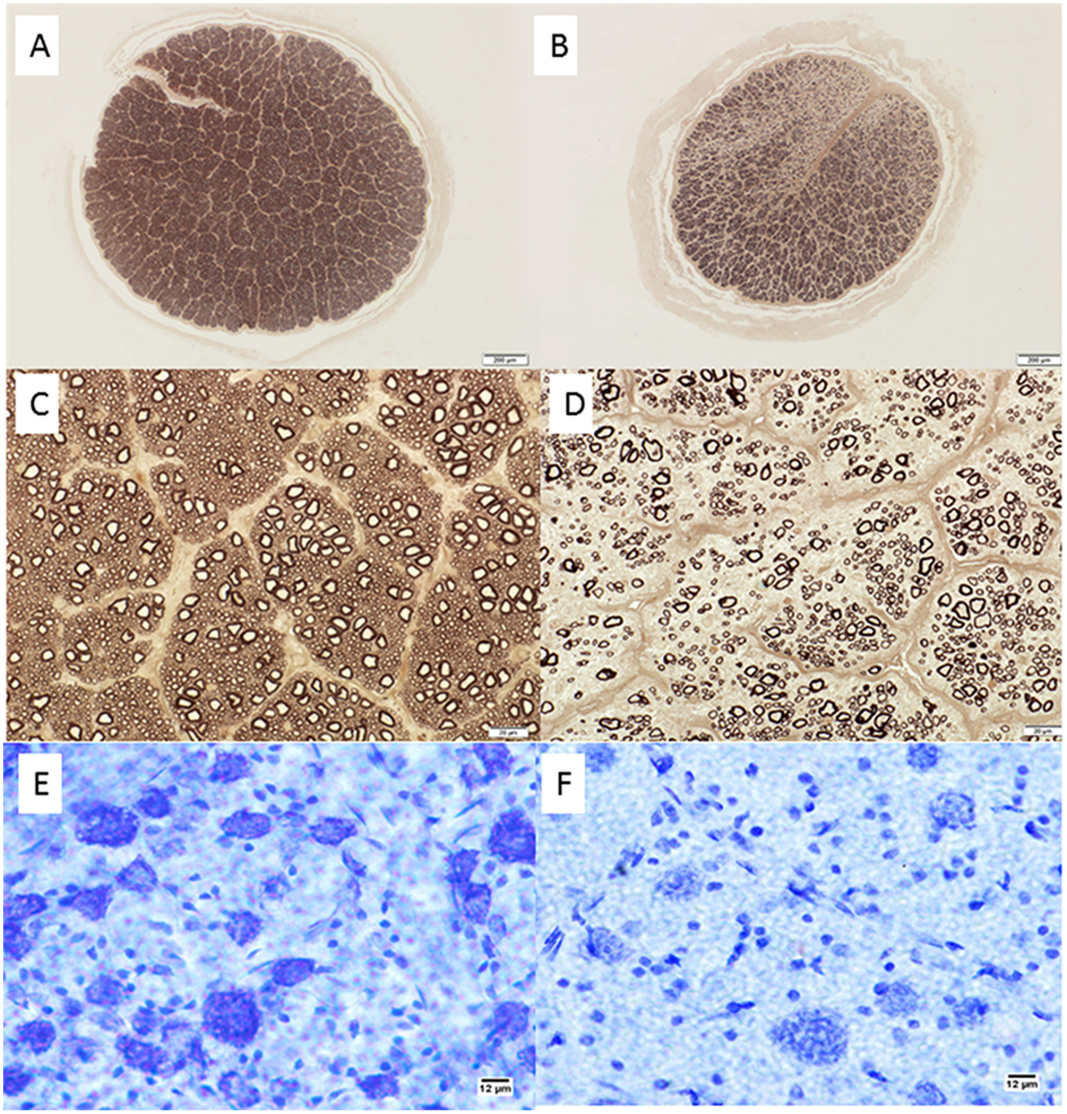
Retinal Ganglion Cell Loss in Cats With Primary Congenital Glaucoma. Photomicrographs showing representative optic nerve sections [A-D], stained with p-phenylenediamine to highlight axonal myelin sheaths, from 2 young adult cats. [A,C] normal cat (estimated 83,398 optic nerve axons); [B,D] typical PCG-affected cat with moderate degree of axon loss (estimated 30,365 optic nerve axons). Mid-peripheral retina in cresyl violet stained retinal whole mounts from these same two cats show relative loss of Nissl-stained retinal ganglion cell (RGC) somas of >12μm diameter in the ganglion cell layer of the retina in PCG (total RGC soma count in whole retina of 43,891)[E] relative to a normal cat [F] (estimated RGC soma count in whole retina of 123,833). Bar markers = 200μm (top row); 20μm (middle row), and 12μm (bottom row).

**Fig 7:**
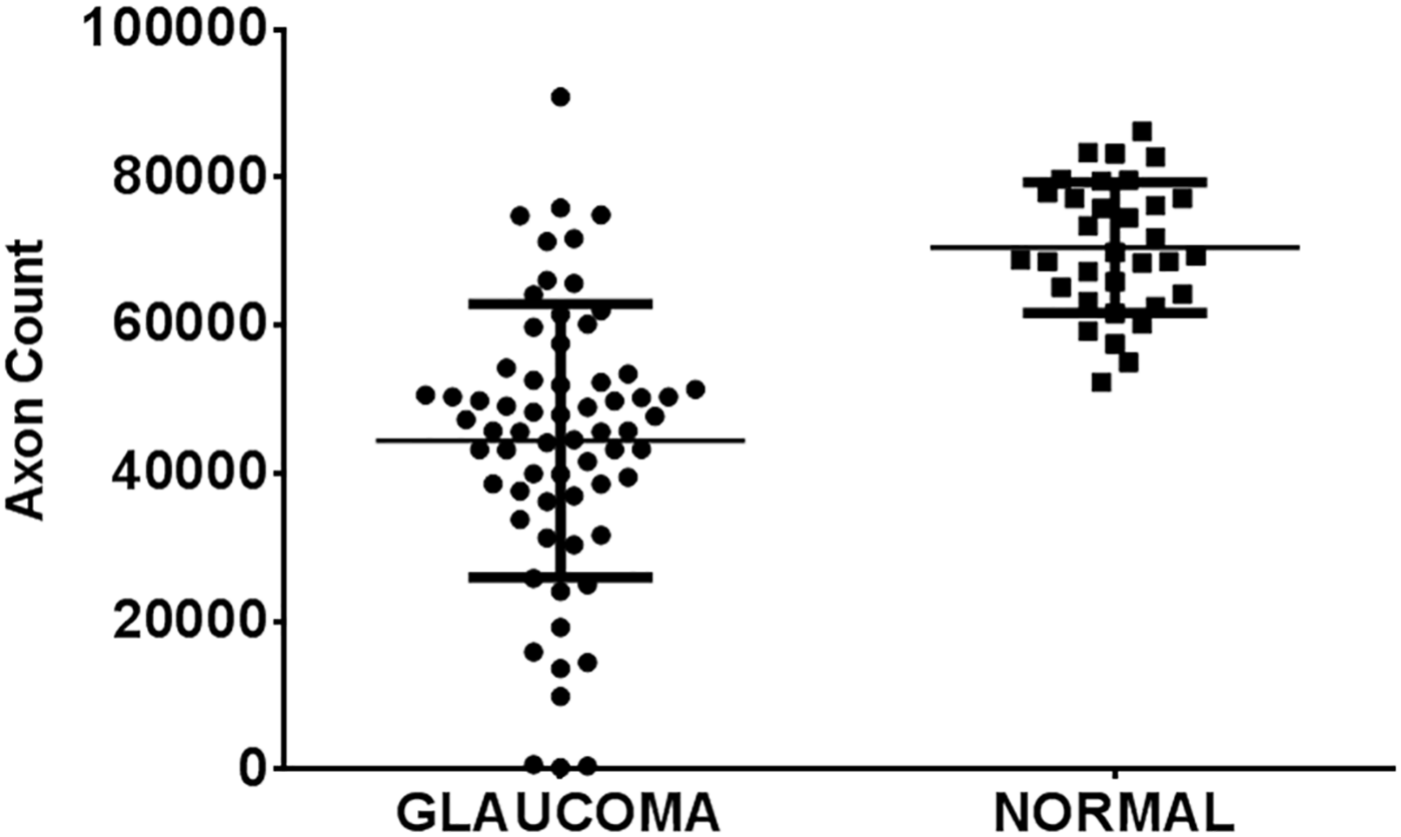
Optic Neuropathy in Feline Primary Congenital Glaucoma. Mean axon count in PCG cats (66 eyes of 38 cats aged 4 months to 8 years) is significantly lower (44,438 ± 2,272 [SEM]) than in normal cats (mean = 70,510 ± 1,535 in 33 eyes of 20 normal cats; p<0.0001, unpaired t-test). Lines represent mean and error bars represent SD.

No significant outer retinal pathology is observed in the majority of cats with PCG (Fig 8). Thickness of the outer retinal layers is not significantly different from normal in young adult PCG cats (p>0.05, student t-test), except in those animals with severe disease and near total loss of retinal ganglion cell axons and somas.

**Fig 8:**
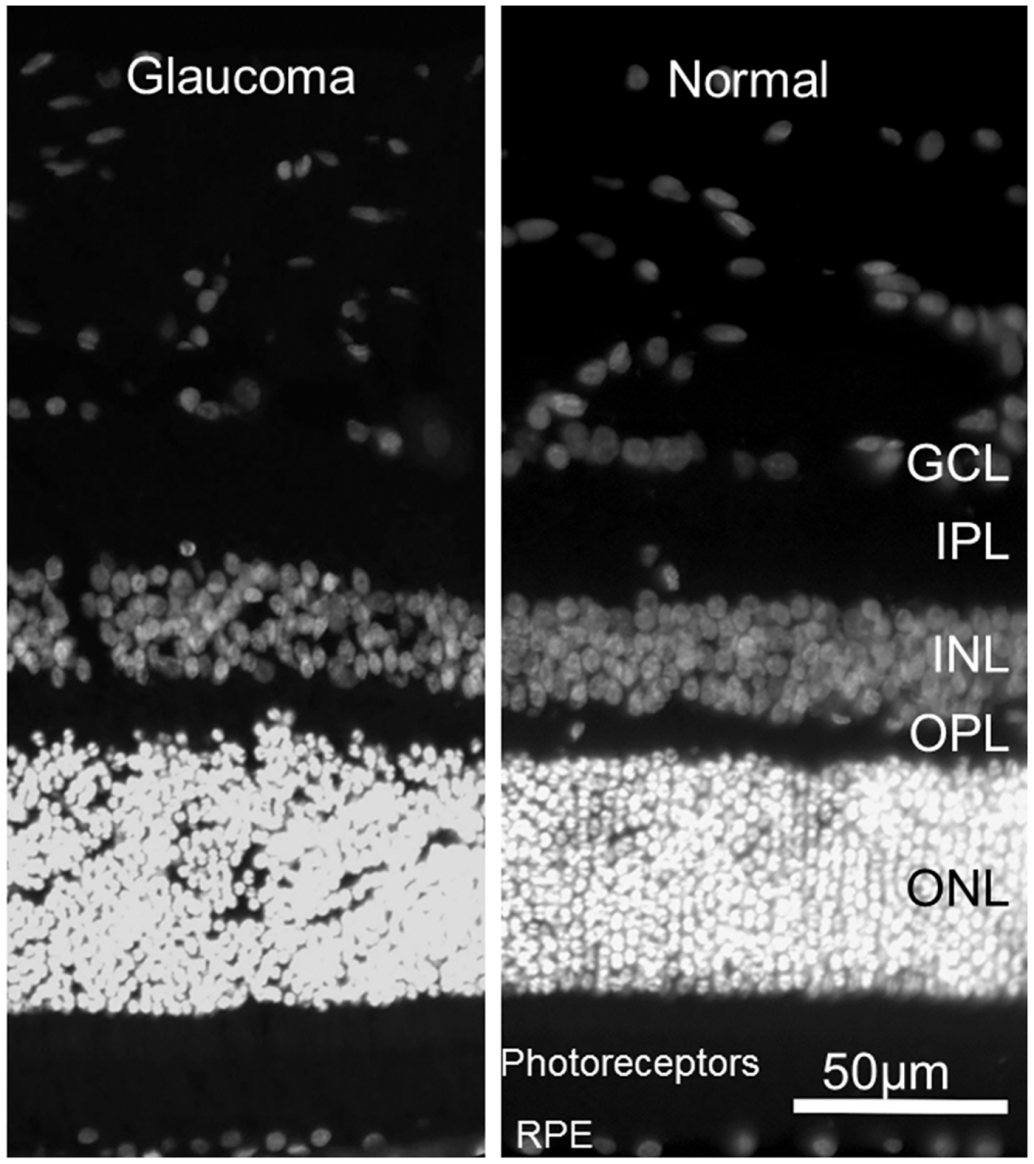
Preservation of Normal Outer Retinal Structure in Feline Primary Congenital Glaucoma. Representative fluorescence photomicrographs of DAPI stained 18 month old glaucomatous [A] and normal 6 month old [B] feline retinas. No significant difference in morphology of outer retinal layers is identified. (GCL = ganglion cell layer; IPL = inner plexiform layer; INL = inner nuclear layer; OPL = outer plexiform layer; ONL = outer nuclear layer; RPE = retinal pigment epithelium).

### Inheritance pattern of feline PCG

In order to determine the inheritance pattern of PCG in this pedigree of cats we established a breeding colony and created an expanded, informative pedigree (Fig 9). Beginning with the two affected Siamese founder cats and two unrelated, outbred domestic shorthaired cats we have produced over 400 offspring and over 100 litters. Dominant inheritance was excluded by pairing affected to affected (testing assumptions of heterozygosity for a dominant trait in either or both parents; p<0.025) and by pairing affected to normal, unrelated cats (p<0.0001). In 14 litters of offspring from carrier (F1) to carrier “intercross” or carrier to affected “backcross” pairings, the observed frequency of affected kittens is entirely consistent with that expected for autosomal recessive inheritance (p>0.5). Furthermore, all affected to affected pairings yielded only affected cats. Hence we conclude that the trait is fully penetrant and autosomal recessive.

**Fig 9:**
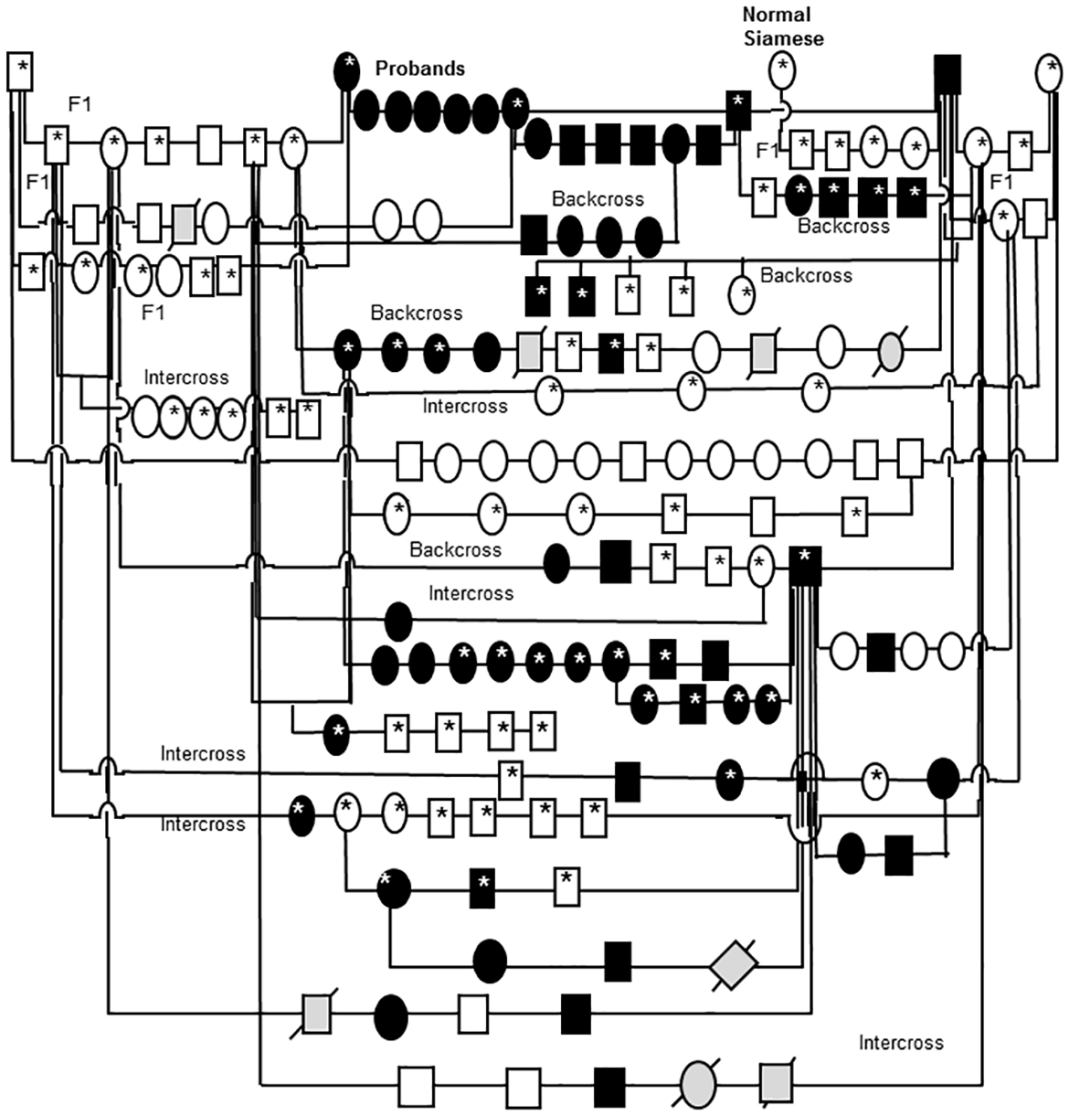
Feline congenital glaucoma pedigree. Additional pairings between affected and affected animals consistently produced all affected offspring but are not depicted in this informative pedigree. Females are depicted by circles and males by squares, diamonds indicate gender not recorded. Black shapes indicate that PCG phenotype confirmed by clinical examination conducted by a board certified veterinary ophthalmologist. Unfilled shapes indicate normal phenotype confirmed on clinical examination. Light gray shading with strike-through indicates that phenotype was not confirmed. Asterisks indicate those animals from which DNA samples were obtained and used in linkage analysis and/ or gene sequencing.

Studies in mice have indicated that the ocular phenotype induced by disruption of the *CYP1B1* gene is considerably more pronounced in albino mice [19]. In order to evaluate whether the inheritance and phenotype of feline PCG could be dependent upon the Siamese genetic background (i.e. homozygosity for the *TYR-G301R* mutation responsible for the Siamese coat color phenotype, associated with ocular pigment dilution and blue irides) [20] [21], normal, domestic short-haired cats were bred to affected Siamese cats. Inter-crosses between clinically normal F1 out-crossed cats resulted in offspring with normal pigmentation and the glaucomatous phenotype. In these individuals the glaucomatous phenotype does not appear to differ in any way from that observed in Siamese cats, suggesting that this trait is independent of mutation in the *TYR* gene. Furthermore, the pairing of an affected Siamese founder with an unrelated, clinically normal Siamese cat yielded clinically normal Siamese offspring.

### Linkage Analysis

Using a subset of the animals we subsequently evaluated whether short tandem repeat (STR) markers tightly linked to candidate genes previously associated with glaucoma or anterior segment dysgenesis in humans exhibited linkage disequilibrium in the pedigree including *MYOC*, *FOXC1*, *CYP1B1*, *PITX2*, *OPTN*, *SH3PXD2B*, *PAX6*, and *LTBP2*. Only STR markers tightly linked with the *LTBP2* locus on feline chromosome B3 yielded results consistent with linkage. Consequently we examined this locus in greater detail using a total of 16 STR markers located within and flanking the *LTBP2* locus in the extended pedigree (Table 1). Significant linkages were established with an STR in the predicted 11^th^ intron of *LTBP2* (LOD 18.38, θ = 0.00), and with three additional STRs within *LTBP2* (LOD 8.3–17.2, –5.6, θ = 0.00) (Table 1). *S*everal STRs in flanking regions both 3’ and 5’ of the gene (Table 1) exhibited significant linkage with PCG, generally displaying decreasing LOD scores with increased distance from the gene (Table 1). These findings strongly implicate a PCG disease-causing locus located within the *LTBP2* gene on feline chromosome B3.

**Table 1:** Linkage Mapping of the Domestic Cat *LTBP2* Locus.

Primer Name	LOD	Theta	Position (Mb)*Cat chrB3
FCA391	1.7041	0.30	65,738,369–65,738,614
PS104	2.6909	0.30	103,122,602–103,122,815
PS110-2	5.4301	0.20	108,579,828–108,580,028
B3-110-1	5.3902	0.20	109,240,802–109,241,001
B3-118-1	6.1280	0.20	116,661,199–116,661,389
LTBP2_L2	8.2975	0.00	120,902,706–120,902,935
LTBP2-L1	14.6794	0.01	120,934,431–120,934,679
LTBP2-L5	18.3823	0.00	120,960,163–120,960,388
LTBP2-L4	17.1825	0.00	120,985,884–120,985,684
PS126	5.0796	0.20	122,720,591–122,720,776
PS130	6.2740	0.20	126,293,720–126,293,960
FCA88	5.8921	0.10	128,694,162–128,694,412
PS132	5.3587	0.10	128,203,904–128,204,079
PS134	5.4575	0.20	130,222,596–130,222,844
PS136	1.6201	0.20	132,098,251–132,098,494

* Markers are shown in genomic order along feline chromosome B3 based on the cat genome assembly version felCat5

Oligonucleotide primers flanking all exons of the feline *LTBP2* gene were then used to PCR amplify the entire coding region of this gene in several clinically affected and unaffected animals. Sequencing of these fragments revealed a 4-bp insertion in exon 8 located at chrB3: 120995236 (Fig 10). All examined affected animals (N = 14) were found to be homozygous whereas unaffected cats (N = 8) are either homozygous or heterozygous for the wild-type *LTBP2* sequence. Additionally, we detected three single nucleotide polymorphisms (SNPs) located at chrB3:120953711(G->C), chrB3:120974293 (C->T), and chrB3:120999159 (T->C) (FelCat5). In affected animals these SNPs appear to be in complete linkage disequilibrium with the insertion, however the last SNP is likely an unrelated polymorphism since it is also observed in some unaffected and unrelated cats. Furthermore, none of the SNPs results in a non-synonymous mutation and consequently it is unlikely that these changes result in the observed phenotype in affected cats.

**Fig 10:**
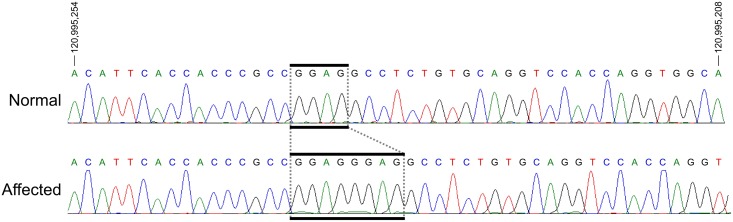
Sequences of Exon 8 of *LTBP2* in Normal Cat and in Primary Congenital Glaucoma. Sanger sequencing results of exon 8 of *LTBP2* in a normal (top) and a PCG-affected (bottom) individual. Analysis reveals a 4bp insertion in all affected individuals (boxed). Coordinates are for chromosome B3 from the felCat5 genome build.

The *LTBP2* mutation was not identified in archived DNA samples from 148 unaffected cats. This archive included 68 unrelated Siamese cats and 80 other cats representing 31 cat breeds, as previously reported [22, 23].

### *LTBP2* is transcribed in the eye of both normal and PCG-affected cats

In order to confirm the predicted mRNA sequence of feline LTBP2 and to determine the transcriptional consequences of this mutation we carried out whole transcriptome shotgun sequencing (RNAseq) of mRNA isolated from the iridocorneal angle of a young, PCG- affected cat and an age matched, unrelated healthy control cat. These data were analyzed to determine if multiple isoforms of the Latent Transforming Growth Factor-β Binding Protein 2 (LTBP2) exist and if transcripts for *LTBP2* can be detected in the anterior segment of affected animals.

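Polyadenylated RNA was profiled from 2 libraries, 1 from an affected cat and 1 from the normal control, both 2 months old. The dissected tissue held the iridocorneal angle and ciliary body with the adjacent sclera and trabecular meshwork. With 1 library per condition there is no replicate error, so no difference between the cats can be tested, and all values describe these 2 libraries. The authors aligned the reads to felCat5 with TopHat 2.0.9 and Ensembl gene predictions, and calculated FPKM, fragment numbers scaled by exon length and library size, with Cufflinks 2.1.1. The deposited table lists 1 FPKM value per library for 32065 loci, of which 21462 carry a gene name or an Ensembl identifier. How the libraries were scaled to each other is not stated. The FPKM values sum to 649113 in the normal and 672893 in the affected library. Low values are whole multiples of the value of 1 fragment, which gives the number of fragments to which the values were scaled. At 1327 unnamed loci in the normal library, 98.0% of the values lay within 0.03 of a whole fragment, against 6% by chance, and the scale was about 71200000 fragments. At 1151 such loci in the affected library the share was 96.5% and the scale was about 67600000 fragments. A single fragment on 1 kilobase of effective length was therefore worth 0.0141 FPKM in the normal and 0.0148 FPKM in the affected library. Log2 ratios were calculated as log2 of (affected + 1) over (normal + 1), and loci were used when they reached 1 FPKM in at least 1 library, which left 16676 loci. Across those loci log2(FPKM + 1) correlated between the libraries with a Pearson r of 0.89 and a Spearman rho of 0.88, where loci are not independent replicates. Loci at least 2-fold higher in the affected library numbered 1358, and 1459 were at least 2-fold lower. With a mean of at least 5 FPKM in place of that minimum, these counts were 815 and 691. At 35 loci the table gives 0 in 1 library and at least 10 FPKM in the other, and a locus that spans the whole mitochondrial genome is listed at 0 in both, so a value of 0 is not read as absence.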

The normal cat *LTBP2* sequence (S1 Fig) contains 11,523 nucleotides and encodes a protein of 1,823 amino acids with a predicted molecular weight of 195 kDa (GenBank accession number KT625609). 

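The S1 Fig sequence holds the duplicated bases of affected cats, and removal of 1 copy left 11523 nt. The open reading frame opened with an ATG at nt 546, after 545 nt of untranslated sequence. Its stop codon ended at nt 6017, which left 5506 nt of untranslated sequence downstream. Translation of this frame gave 1823 residues, and none of them differed from the normal protein printed in S1 Fig. The mass calculated from average residue masses was 195.8 kDa for the full-length protein. Without the first 35 residues, 1788 residues with a mass of 192.1 kDa remained.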

The first 35 amino acids are likely removed during processing of the protein resulting in a molecular weight of 192.1 kDa [24]. The normal protein contains 13 Epidermal growth factor (EGF)-like domains as well as 3 Transforming Growth Factor (TGF)-binding domains, as predicted by the NCBI Conserved domain algorithm (http://www.ncbi.nlm.nih.gov/Structure/cdd/wrpsb.cgi) [25].

Phylogenetically the feline *LTBP2* protein is most closely related to that of other members of the order Carnivora such as the dog and ferret (94% and 92% identity over 100% length, respectively). The sequence homology to the human orthologue is 87% over 100% length and sequence conservation is slightly lower in mice (77% over 98% length) (S2 Fig).

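In the S2 Fig alignment the cat row equals the protein translated from S1 Fig, and it was compared with the human row of 1821 residues and the mouse row of 1786 residues. Cat and human residues were identical in 1578 of 1818 columns without gaps, or 86.8% (95% Wilson interval 85.2 to 88.3%). Cat and mouse residues were identical in 1415 of 1763 such columns, or 80.3% (78.3 to 82.1%). The interval for the mouse lies below that for the human protein. With gaps counted as mismatches over the 1826 columns from the first to the last cat residue, identity was 86.4% to human and 77.5% to mouse.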

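The 4-bp duplication in the S1 Fig sequence can be read in 2 ways that give the same sequence. Counted from the first base of that sequence, GGAG at nt 1994 to 1997 is followed by a second copy that ends at nt 2001. Equally, GAGG at nt 1995 to 1998 is followed by a second copy that ends at nt 2002. With both copies the surrounding sequence reads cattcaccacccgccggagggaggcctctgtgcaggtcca. With 1 copy removed it reads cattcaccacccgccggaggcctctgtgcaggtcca. These positions lie in the coding sequence of exon 8.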

The four bp insertion mutation detected in affected animals results in a frameshift mutation after nt 2002 of the cDNA sequence. Consequently the mutation induces a frameshift and a faulty amino acid sequence after residue 486 (S1 Fig). This aberrant sequence incorporates a further 114 incorrect amino acids before encountering a stop codon and being terminated. 

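Translation of the S1 Fig sequence with both copies of the duplicated bases gave a protein of 600 residues. The first 484 residues were shared with the normal protein. Residue 485 was the first that differed, and 116 residues from there to the stop were altered. The first base of the premature stop codon was nt 2346 of the printed sequence.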

The mutated protein has a predicted molecular weight of 63.7 kDa and, if it is in fact translated, would lack all functional domains observed in the normal *LTBP2* gene product. 

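The calculated mass of the affected protein was 63.6 kDa, or 59.9 kDa without the first 35 residues. The shared residues make up 26.5% of the normal protein, and 1339 residues of the normal sequence follow the last shared one. In the S2 Fig alignment, cat and human residues were identical in 84.3% of the 483 columns up to the last shared residue (95% Wilson interval 80.7 to 87.2%). In the 1335 columns after it they were identical in 87.7% (85.8 to 89.4%), and these intervals overlap. Against the mouse protein the identity was 74.1% before (70.0 to 77.9%) and 82.5% after the last shared residue (80.3 to 84.4%), and those intervals do not overlap.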

(Fig 11)

**Fig 11:**
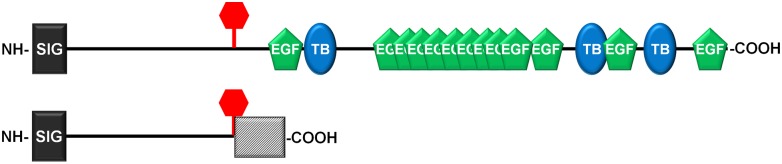
Predicted Effects of Mutation on Feline LTBP2. Schematic representation of the feline LTBP2 protein in normal (top) and affected cats (bottom). The sequence contains an amino terminal signal sequence (dark rectangle), 13 EGF-like calcium binding domains (green) and 3 TGF binding domains (blue). The insertion site causing a frameshift mutation in affected animals is marked by a vertical bar and the altered sequence caused by the frameshift is indicated by a hatched box.

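Among the loci listed for the iridocorneal angle libraries, 1 carries the name LTBP2, Cufflinks locus XLOC_011608. It lies on chromosome B3 of felCat5 from 120939589 to 121049235, a span of 109647 bases. The deposited values are sums per locus, so the share of each isoform in the LTBP2 value was not analysed here. A second locus, ISCA2, is listed with the same span. Its values were 8.91 FPKM in the normal and 8.27 FPKM in the affected library, so its level was nearly the same in both.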

Transcriptional analysis suggested that there is only one major LTBP2 transcript in the anterior segment of cat eyes (GEO accession number GSE73263; http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE73263). While we cannot conclusively rule out the existence of splicing isoforms, our data indicate that these would be quite rare. LTBP2 mRNA was abundant in the tissue samples obtained from an affected cat and no evidence of skipped exons, incompletely removed intronic sequences, or preferential mRNA degradation was evident when compared to a healthy control (Fig 12).

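LTBP2 was listed at 16.7 FPKM in the normal and 54.8 FPKM in the affected library. The normal value exceeded 69.2% of the loci with at least 1 FPKM in either library (95% Wilson interval 68.5 to 69.9%), and 1.97 times their median. The affected value exceeded 90.2% of those loci (89.7 to 90.6%), and was 6.55 times their median. Both intervals treat the loci as independent draws, and cover neither error in the LTBP2 value nor variation between cats. Among loci with a mean of at least 5 FPKM, the percentiles were 52.0 in the normal and 84.7 in the affected library. The affected value was 3.28 times the normal value. If the 11523-nt cDNA was the transcript model, these values correspond to 13482 fragments in the normal and 42005 in the affected library. The counting error alone would then be 0.861% and 0.488%, which does not include the variation between cats.
Further candidate glaucoma genes of the linkage screen were also listed in both libraries. MYOC, which encodes myocilin, had 149.7 FPKM in the normal and 301.5 FPKM in the affected library. PAX6 had 147.8 and 211.0 FPKM, OPTN 23.1 and 32.9 FPKM, and SH3PXD2B 3.37 and 4.50 FPKM. CYP1B1 was slightly lower in the affected library, with 43.1 FPKM in the normal and 35.8 FPKM in the affected cat. FOXC1 was lower, with 28.7 FPKM in the normal and 8.94 FPKM in the affected cat. LTBP2 thus ranked 6th of these 7 genes in the normal library and 3rd in the affected library.

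**Figure D1:**
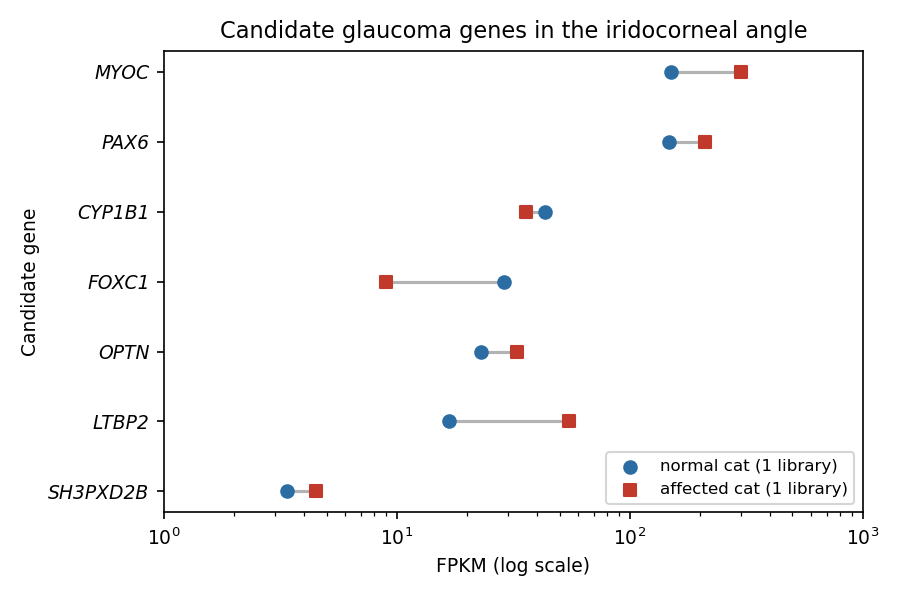
FPKM (log axis) of 7 candidate glaucoma genes in the normal cat (circles) and the affected cat (squares), 1 library each, with a line joining the values of each gene. LTBP2, MYOC, PAX6, OPTN and SH3PXD2B lie higher in the affected library, and FOXC1 and CYP1B1 lie lower.

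Exon coverage was not analysed here, since the values are sums per locus. The paper states that LTBP2 mRNA was abundant in the affected cat and, citing the coverage in Fig 12, that no preferential degradation was evident.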

**Fig 12:**
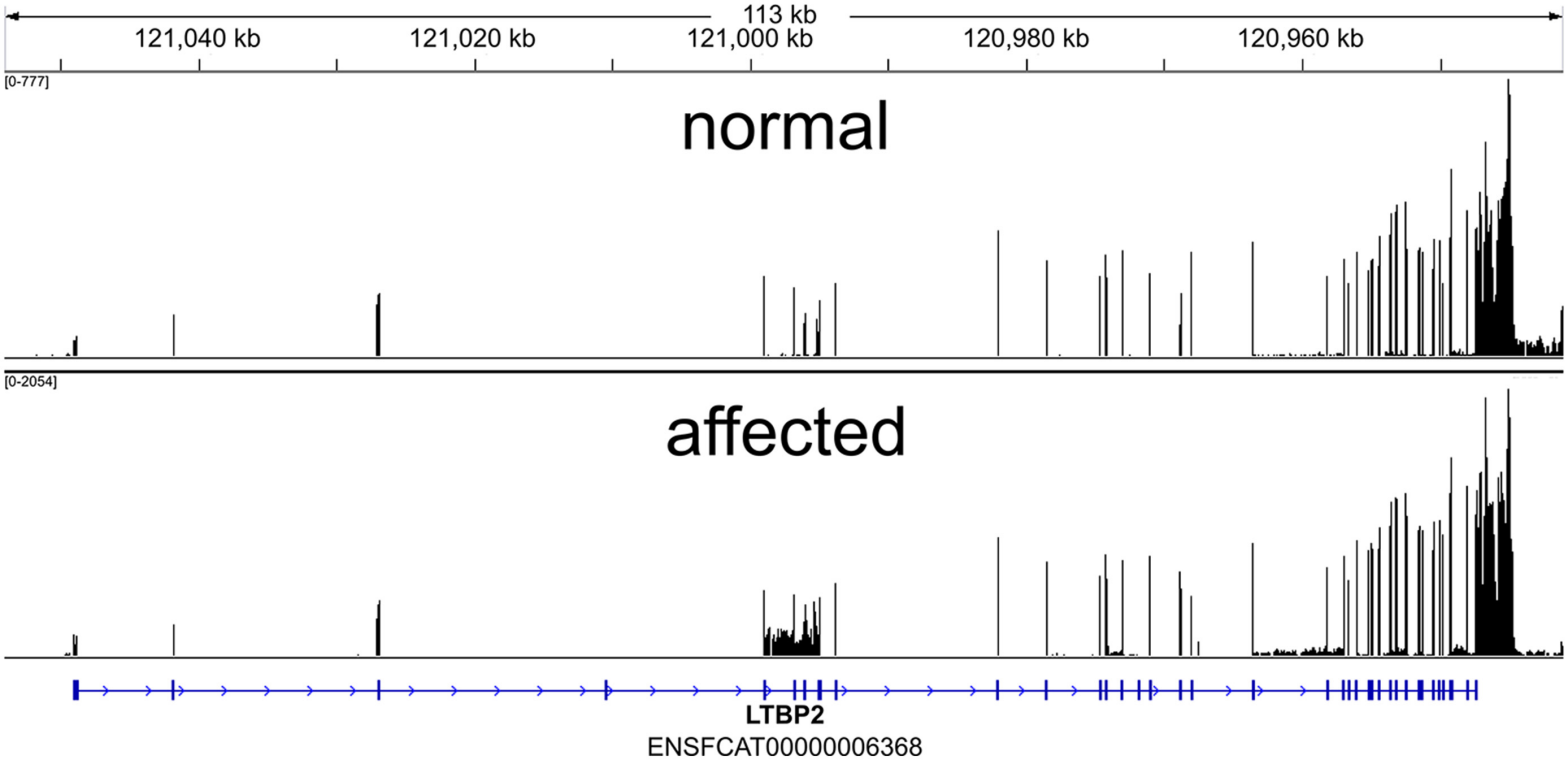
Coverage across Feline LTBP2 exons by RNA-Seq. RNA-Seq read coverage across the *LTBP2* exons within the cat genome. Coordinates are shown in genomic orientation. The numeric range in the top left indicates the minimum and maximum number of reads (FPKM-Fragments Per Kilobase of exon per Million) per base for the sample.

## Discussion

In this manuscript we present linkage data and molecular genetics that identify a mutation associated with congenital glaucoma in a novel, spontaneous feline model of PCG. Affected cats exhibit elevated IOP early in life, globe enlargement, eventual optic nerve head cupping and axon loss, and other clinical and pathological features consistent with glaucoma. Breeding studies demonstrated an autosomal recessive mode of inheritance for feline PCG, as has been reported for familial congenital glaucoma in humans, which has greatest prevalence in populations with high rates of consanguinity [26]. The relatedness of our affected Siamese founder animals was not determined, although they were reportedly obtained from the same breeder.

Congenital glaucoma is rare in cats, although sporadic cases of congenital and goniodysgenetic glaucomas in Siamese, Persian, and domestic short-haired cats have been documented [10, 27–29]. There are no previous published reports of congenital glaucoma associated with spherophakia in Siamese cats. However, case descriptions have been published in the veterinary literature involving young Siamese cats with micro-spherophakia, in which IOP and optic nerve head appearance are not reported and these case reports from the USA and Europe appear to share many clinical features with the PCG-affected cats in our cohort [30, 31]. Thus, it is conceivable that the mutation responsible for this recessively inherited disease may have a wide geographic distribution within the Siamese breed and could be responsible for apparent predilection for glaucoma in this breed [32, 33]. Although the mutation was not detected in a preliminary screen of 148 archived DNA samples at the NCI’s Laboratory of Genomic Diversity that represented 32 breeds, including 68 Siamese cat samples, additional screening of the Siamese cat population for the disease causing mutation warrants consideration, in order to establish prevalence of this genetic condition within the breed and guide breeding practices to avoid the glaucoma phenotype.

One of the defining features of Siamese cats is their characteristic coat color which is caused by a *TYR-G301R* tyrosinase mutation in their genetic background [21]. Tyrosinase deficiency has been reported to increase the severity of developmental abnormalities of the aqueous outflow pathways in albino *cyp1b1* knockout mice [19]. We therefore considered it possible that severity of ocular phenotype was modified by ocular pigment dilution in our founding Siamese cohort. However, by out-crossing to domestic short-haired cats with conventional coat colors and subsequent back-crosses, we were able to reproduce an identical ocular phenotype in normally pigmented cats [14]. Consequently it appears that the disease causing mutation is highly penetrant and is not modified by tyrosinase deficiency or other factors in the Siamese cat genetic background.

Our breeding studies generated an informative pedigree that, coupled with advances in the feline genome project, identified significant linkage to the gene *LTBP2* on feline chromosome B3, and subsequent sequence analysis identified a 4-bp insertion in exon 8, introducing a frameshift and truncation of the protein which is likely causal for PCG in this pedigree. This finding is of particular importance since mutations in *LTBP2* have also been implicated in human congenital glaucoma [7, 15]. Pathogenic missense mutations have been reported, but human PCG patients are typically homozygous for insertion or deletion mutations leading to frameshift and premature truncation. These aberrations have been observed throughout the length of the *LTBP2* gene [7, 15, 34, 35]. 

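The log2 ratio of LTBP2, affected over normal, was 1.66 (1.63 to 1.68 from counting error alone, if the S1 Fig cDNA was the transcript model). It exceeded the log2 ratios of 97.2% of the loci past the expression minimum, and 463 loci had a higher one. Among the 3754 loci with a mean FPKM within 2-fold of that of LTBP2, it exceeded 96.9%. A pseudocount of 0.1 moved the log2 ratio to 1.71, the largest shift among the alternatives. The difference has no replicate check. Other genes of microfibrils and the zonule moved in both directions. EFEMP1 had a log2 ratio of 2.31, FBN1 of 2.10 and MFAP4 of 1.79, while FBN2 had −2.07 and LOX −2.08. LTBP3 and LTBP4 had log2 ratios of 0.35 and −0.07. Of 8 ciliary epithelium genes in the same libraries, 3 had a log2 ratio above that of LTBP2.

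**Figure D2:**
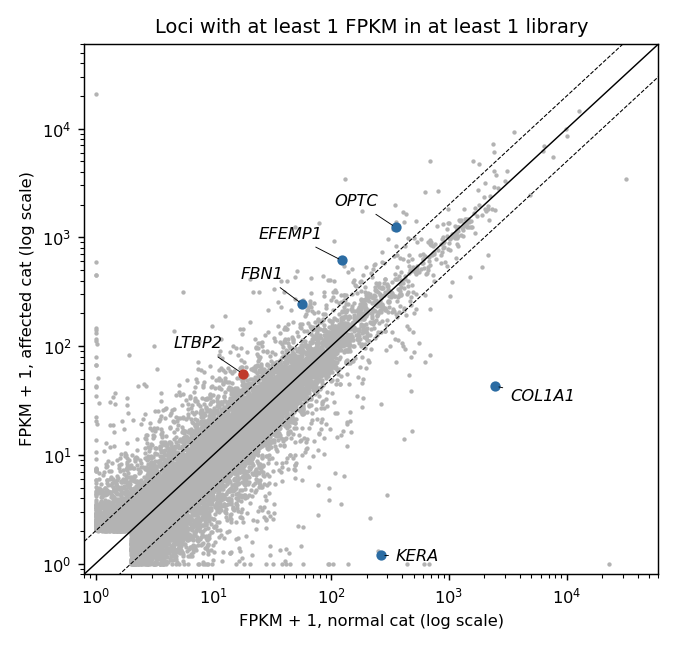
FPKM + 1 of each locus with at least 1 FPKM in at least 1 library in the normal cat (x axis) and the affected cat (y axis), both on log axes, 1 library each. Each grey point is a locus, the solid line marks equal values and the dashed lines mark 2-fold differences after the addition of 1 FPKM. LTBP2 (red) lies above the upper dashed line with FBN1, EFEMP1 and OPTC, and KERA and COL1A1 lie below the lower one.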

Our RNA sequence analysis suggests that mutated *LTBP2* is transcribed and that the mRNA is not removed by nonsense-mediated decay. While unusual, escape from this control mechanism has been reported in other systems and may be related to the length of the open reading frame [36, 37]. Consequently, it is likely that mutated LTBP2 is synthesized in affected cats and possibly also in some human patients. This may lead to the accumulation of a truncated protein with an aberrant carboxy terminal domain, but it is also possible that these proteins are not retained within the cell and degraded [38]. These cats not only further establish a role for *LTBP2* as a glaucoma causing gene but also provide a spontaneous animal model allowing further investigation of the pathophysiological mechanisms of PCG as well as potential treatment approaches.

LTBP2 shares about 45% amino acid identity to LTBP1 but, unlike other LTBPs, does not appear to directly bind to latent forms of transforming growth factor β (TGFβ). Rather, it appears to provide structural support during microfibril assembly in the extracellular matrix (ECM) [39]. However, altered *LTBP2* expression, through its impact on assembly of micofibrils and ECM composition can also influence the bioavailability of TGFβ [40, 41], which is known to play a complex and important role in glaucoma pathogenesis [42–47]. The spectrum of clinical disease associated with mutations in *LTBP2* is rather broad and includes megalocornea, microspherophakia and ectopia lentis [34, 48, 49], as well as congenital glaucoma [7, 15, 35]. A role has also been proposed for *LTBP2* mutations in adult onset open angle glaucomas [50]. Generalized ECM abnormalities resembling Marfan disease and Weill-Marchesani syndrome have been observed [34, 35, 51] Further, *LTBP2* has been identified as a potential candidate biomarker for fracture risk [52], death associated with pulmonary disease with acute dyspnea [53] and adverse renal events in humans [54]. No clinical signs consistent with Weill-Marchesani syndrome, such as short stature, or of Marfan syndrome, such as tall stature, pes excavatum or aortic aneurysm, have been identified on either clinical or pathological examination in any cats within this colony. Thus, the disease phenotype appears to be largely confined to ocular disease in affected cats. However, longer-term, detailed clinical and histopathologic evaluation of systemic phenotype is ongoing.

It is noteworthy that findings in this cat model differ from those described in knock-out mice. Early embryonic lethality was previously ascribed to *ltbp2* deletion in mice [55], but this finding was not duplicated in a more recent study [38]. In our colony, *LTBP2* mutant cats are as fertile as control animals and the resulting offspring appear healthy apart from the ocular phenotype. Thus our studies do not indicate that lack of *LTBP2* is lethal. Furthermore, studies of Inoue, et al. [38], using *ltbp2* null mice, provided strong experimental support for a role of this protein in ciliary zonule microfibril assembly, a role that derives further support from our observation of lens zonular instability in affected cats in our pedigree. However, the conditional knockout mice demonstrated consistent lens luxation, which is relatively infrequent among affected animals in our feline colony. Finally glaucoma was not identified and pronounced abnormalities in the aqueous outflow pathways were not apparent in the mouse model [38]. The reason for these differences among models is not known but could be related to the nature of the mutation. Specifically, it is conceivable that affected cats synthesize a truncated LTBP2 that retains some functionality that is lost in knock-out mice. Additionally, species differences related to structure of the eye and longevity may be a reason for the observed disparities.

The extremely high prevalence of glaucoma and the developmental abnormalities we identified in the aqueous outflow pathways of affected cats strongly suggest that caution should be exercised in attributing glaucoma pathogenesis in patients with *LTBP2* mutations solely to lens instability, particularly as phenotypic heterogeneity has been described in human patients, even between individuals with the same mutation in *LTBP2* [35]. Thus, genotype may not be fully predictive of phenotype in families harboring *LTBP2* mutations and both primary and secondary glaucoma may occur. As the surgical management of primary congenital glaucoma and lens-associated glaucomas are very different, phenotypic heterogeneity observed in human families and among affected cats in our large pedigree underscores a need for individualized treatment planning in patients with pathogenic *LTBP2* mutations.

## Materials and Methods

### Animals

All animal studies were carried out in adherence with the ARVO Statement for the Use of Animals in Ophthalmic and Vision Research and in strict accordance with the recommendations in the Guide for the Care and Use of Laboratory Animals of the National Research Council and the National Institutes of Health. All studies were approved by the Iowa State University and University of Wisconsin-Madison Institutional Animal Care and Use Committees. Cats were housed and managed in a laboratory animal facility under controlled environmental conditions with 12 hour light cycles, in social groups of 2–15 cats provided with appropriate enrichment. Cats were fed high quality, commercially available feline dry diets appropriate to their life stage and health status. The colony was founded as described [14], by two glaucomatous Siamese cats and their glaucomatous offspring. Outcrosses were obtained, pairing glaucomatous cats with two normal domestic shorthaired cats and a normal Siamese cat. Disease status was determined as described below, by clinical evaluation in conscious, lightly restrained cats. Mortality rates in this study were much lower than in the feline population at large, and as a result necropsy was not routinely conducted. In addition to neonatal mortalities, rare animals met designated endpoints established for pain, discomfort and illness, as a result of illnesses and injuries unrelated to the glaucoma phenotype. Animals meeting these criteria were euthanized at the clinical discretion of the Institutions’ veterinary staff. Humane endpoints included failure to thrive, progressive weight loss not alleviated by supplemental feeding, or occasional non—ocular congenital defects.

### Clinical evaluation

All 147 animals surviving to 6 weeks or older were evaluated by a board certified veterinary ophthalmologist by slit-lamp biomicroscopy (SL14, Kowa, Japan); IOP measurement by applanation tonometry (Tono-pen XL, Medtronic, Jacksonville, FL) following the application of 0.5% proparacaine (Akorn Inc., Lake Forest, IL), or rebound tonometry (TonoVet, ICare oy, Finland) [56]; direct ophthalmoscopy (Welch Allyn Inc., Skaneateles Falls, NY), and indirect ophthalmoscopy (Keeler, Broomall, PA) following topical administration of 0.5% tropicamide (Bausch and Lomb, Inc., Tampa, FL, USA).

### Histopathology

#### Anterior segment development

Eyes were obtained immediately following humane euthanasia by intravenous administration of barbiturate overdose, from 16 homozygous, affected cats; 12 out-crossed F1 cats, and 8 age-matched domestic short-haired control cats ranging in age from 1 to 70 days. Eyes were fixed immediately in 4% paraformaldehyde, embedded in paraffin, sectioned to a thickness of 5 μm, and stained with Periodic acid-Schiff (PAS) or hematoxylin / eosin then examined by light microscopy.

#### Evaluation of optic nerves and retinas

To validate our clinical findings, optic nerve tissues were also obtained from eyes of 58 cats ranging in age from 4 months to 8 years that were perfusion or drop-fixed with 4% paraformaldehyde, immediately following euthanasia as described above, over the course of a 10 year period, for various reasons not directly related to the current study. Optic nerves were post-fixed with glutaraldehyde, resin embedded, osmicated, semi-thin sectioned and stained with Richardson’s stain or p-phenylenediamine (PPD). Axons were quantified in PPD stained sections using a semi-automated targeted method as previously described [57]. Whole retinas from 2 normal and 6 PCG cats were mounted on gelatin coated slides and Nissl-stained with cresyl violet for identification of RGCs (distinguished from glia and displaced amacrine cells based on morphologic criteria) and manual counting by light microscopy [58, 59]. Thicknesses of the outer retinal layers in DAPI stained sagittal cryosections of peri-papillary retina from 3 normal and 5 young adult PCG cats were measured in fluorescence photomicrographs using commercially available image analysis software (AxioVision 4.8, Carl Zeiss Microscopy).

#### Breeding studies

The colony was founded by two glaucomatous Siamese cats and their glaucomatous offspring. Outcrosses were obtained by pairings with normal domestic shorthaired laboratory cats. Disease status was determined by clinical evaluation, as described below. Disease status was determined in 25 F1 out-crossed cats; in 30 F1 back-crossed cats, and in total over 60 PCG-affected cats were evaluated. Dominant inheritance was assessed by Chi-squared analysis for goodness of fit of 4 pairings, involving 3 affected Siamese cats and 2 clinically normal, unrelated domestic short-haired cats. In order to evaluate whether the inheritance of feline congenital glaucoma could be dominant on a Siamese genetic background, i.e. homozygosity for the *TYR-G301R* mutation responsible for the Siamese coat color phenotype [21], a normal, unrelated Siamese female was bred to an affected Siamese male. Recessive inheritance was examined by Chi-squared analysis of seven back-crosses, pairing clinically normal F1 out-crossed females with clinically affected Siamese males; and five pairings of F1 out-crossed males and females.

### Candidate Gene and Linkage Analysis

For molecular genetic studies, DNA was routinely isolated from feline blood or tissue samples according to manufacturer’s protocols using the QIAampDNA Mini Kit (Qiagen; http://www.quiagen.com). DNA was quantified using the NanoDrop spectrophotometric method (http://www.nanodrop.com).

Linkage analysis of candidate loci was carried out using short tandem repeat markers (STRs) to genotype an informative subset of the larger PCG pedigree (S1 Table). Candidate genes included 8 genes previously associated with congenital or other heritable forms of glaucoma, or ocular anomalies in humans (*MYOC* [56], *FOXC1* [60, 61], *CYP1B1* [6], *PITX2* [62], *OPTN* [63], *SH3PXD2B* [64], *LTBP2* [7], and *PAX6* [65]). DNA samples were quantified, inspected on a gel, and genotyped using a forensic panel, the MEOWPLEX [22], to verify pedigree structure and confirm Mendelian inheritance. Linkage analysis computations were performed with SUPERLINK (http://bioinfo.cs.technion.ac.il/superlink-online/) using a fully penetrant, autosomal disease model with a disease allele frequency of 0.01. Marker allele frequencies were set as equal. Primers were designed tightly linked to the 8 listed candidate genes using the cat genomic browser GARField [66]. Primers were tested to determine informativeness of the STRs and for yield of expected amplicon length (S1 Table). Amplification of the STRs was performed by a touchdown PCR reaction protocol as described [22]. PCR products were fluorescently labeled using M13 tailed primers as described [67]. Products were analyzed on an Applied Biosystems Model 3100 genetic analyzer with Genescan version 3.7 and Genotyper version 2.5 software (http://www.appliedbiosystems.com).

The feline *LTBP2* mRNA sequence was deduced by BLAST alignment of the respective human cDNA sequence to the feline genome (felCat4). Portions of the exons not represented in the database were isolated by one-sided PCR, cloned and sequenced. Sequence information was used to design PCR primer pairs that allowed the amplification of all exons of the gene (S1 Table). Following amplification, the genomic sequences from affected and unaffected animals were determined by Sanger sequence analysis and evaluated for the presence of sequence variations indicative of an involvement of the candidate gene in the development of the phenotype.

#### *LTBP2* transcriptional analysis

Total RNA was extracted from the iridocorneal angle and ciliary body, including the adjacent sclera and trabecular meshwork of an affected 2 month-old cat and an unrelated, age-matched healthy control. After confirmation of RNA integrity both samples were transcriptionally profiled using the HiSeq sequencing system (Illumina, San Diego, CA, http://www.illumina.com). The resulting sequence reads were aligned to *Felis catus* genome build felCat5 using Tophat software (ver. 2.0.9 http://ccb.jhu.edu/software/tophat/index.shtml) [68]. Run parameters were: Tophat (ver. 2.0.9) (—max-insertion-length 4,—read-mismatches 2,—read-gap-length 4,—read-edit-dist 4, -G with Ensembl gene predictions)

Transcript abundance and differential expression were calculated using the software Cufflinks (ver. 2.1.1; http://cufflinks.cbcb.umd.edu/)[68], and cummeRbund (ver. 2.4.1; http://compbio.mit.edu/cummeRbund/)[69]. Analysis parameters for Cufflinks were (—max-bundle-frags 20000000).

To generate cDNA sequences, exon coordinates for each isoform identified were exported from cummeRbund. Consensus variants within these regions were called using samtools mpileup (ver. 0.1.18) and bcftools (ver. 0.1.17-dev)[70]. This produces a single variant call at each position based on the most common allele observed in the RNA-Seq reads. Variants with QUAL value ≥ 100 and exon coordinates were passed on to GATK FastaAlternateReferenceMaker (ver. 2.5-2-gf57256b) to produce mRNA sequences. Short regions that remained unresolved in felCat5 were bridged by manual incremental alignments of unmapped sequence reads to the obtained consensus sequence.

cDNA sequence translations to amino acid sequences were carried out using ExPASy (http://www.expasy.org) tools and protein domains were mapped using the NCBI conserved domains server (http://www.ncbi.nlm.nih.gov/cdd/). Sequences with substantial open reading frames were aligned using the Clustal Omega implementation at Uniprot (http://www.ebi.ac.uk/Tools/msa/clustalo/)[71].

## Supporting Information

S1 Fig Complete cDNA and amino acid sequence of feline LTBP2. The initiation codon is shaded yellow. The 4-bp sequence, which is duplicated in affected animals, is included in the cDNA sequence and shaded red. Amino acid sequences of healthy (LTBP2) and affected (affec) animals are included.
(DOCX) Click here for additional data file.

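S1 Fig prints the cDNA in 129 lines, 90 bases to a full line, each opening with a position. The printed sequence is 11527 nt long because both copies of the duplicated bases are in it. The printed positions fall out of step at nt 8191, where the number 8101 is repeated, so 38 lines carry a number that differs from the counted position. All positions given for the coding sequence lie upstream of that line. In the row of the affected protein, 25 of the 600 residues between residues 210 and 239 differ from the translation, in a part that both proteins share.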

S2 Fig Sequence homology of feline *LTBP2* to the human orthologue is 87% over 100% length. Sequence homology to human *LTBP2* is slightly lower in mice (77% over 98% length).
(DOCX) Click here for additional data file.

S1 Table Short tandem repeat markers (STRs) used for 7 candidate genes and for *LTBP2* in linkage analysis to genotype an informative subset of the larger PCG pedigree. Primers were tested to determine informativeness of the STRs and for yield of expected amplicon length. The third tab in this spreadsheet shows PCR primer pairs that enabled the amplification of all exons of the feline *LTBP2* gene.
(XLSX) Click here for additional data file.

## Abbreviations

RGC: retinal ganglion cell
IOP: intraocular pressure
PCG: primary congenital glaucoma
TYR: tyrosinase
LTBP2: Latent Transforming Growth Factor-β Binding Protein 2
STR: short tandem repeats
PCR: polymerase chain reaction

# Supplementary material for: A Mutation in LTBP2 Causes Congenital Glaucoma in Domestic Cats (Felis catus)
**Source:** PLoS One. 2016 May 5;11(5):e0154412. doi: 10.1371/journal.pone.0154412
**Supplement:** S1 Fig — The initiation codon is shaded yellow. The 4-bp sequence, which is duplicated in affected animals, is included in the cDNA sequence and shaded red. Amino acid sequences of healthy (LTBP2) and affected (affec) animals are included.

0001: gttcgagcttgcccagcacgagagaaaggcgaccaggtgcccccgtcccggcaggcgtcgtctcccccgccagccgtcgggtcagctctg

0091: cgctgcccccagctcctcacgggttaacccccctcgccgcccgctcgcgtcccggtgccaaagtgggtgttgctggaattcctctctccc

0181: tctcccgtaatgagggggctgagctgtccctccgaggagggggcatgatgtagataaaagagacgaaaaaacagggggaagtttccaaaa

0271: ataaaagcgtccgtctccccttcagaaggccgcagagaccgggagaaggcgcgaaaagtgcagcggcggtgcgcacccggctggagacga

0361: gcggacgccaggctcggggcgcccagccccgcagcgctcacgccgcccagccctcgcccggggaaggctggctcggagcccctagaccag

0451: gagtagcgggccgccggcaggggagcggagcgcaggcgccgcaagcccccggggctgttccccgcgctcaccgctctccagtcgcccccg

0541: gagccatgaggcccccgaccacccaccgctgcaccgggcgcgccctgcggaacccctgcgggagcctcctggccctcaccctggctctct

LTBP2 M R P P T T H R C T G R A L R N P C G S L L A L T L A L F

affec M R P P T T H R C T G R A L R N P C G S L L A L T L A L F

0631: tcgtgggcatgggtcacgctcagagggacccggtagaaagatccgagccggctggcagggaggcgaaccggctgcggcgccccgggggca

LTBP2 V G M G H A Q R D P V E R S E P A G R E A N R L R R P G G S

affec V G M G H A Q R D P V E R S E P A G R E A N R L R R P G G S

0721: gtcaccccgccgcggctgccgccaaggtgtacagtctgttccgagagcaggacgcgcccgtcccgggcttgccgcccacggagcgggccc

LTBP2 H P A A A A A K V Y S L F R E Q D A P V P G L P P T E R A Q

affec H P A A A A A K V Y S L F R E Q D A P V P G L P P T E R A Q

0811: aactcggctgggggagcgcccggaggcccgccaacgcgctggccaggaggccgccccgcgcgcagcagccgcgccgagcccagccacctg

LTBP2 L G W G S A R R P A N A L A R R P P R A Q Q P R R A Q P P A

affec L G W G S A R R P A N A L A R R P P R A Q Q P R R A Q P P A

0901: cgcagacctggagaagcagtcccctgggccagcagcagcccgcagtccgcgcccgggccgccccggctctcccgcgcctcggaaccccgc

LTBP2 Q T W R S S P L G Q Q Q P A V R A R A A P A L P R L G T P Q

affec Q T W R S S P L G Q Q Q P A V R A R A A P A L P R L G T P Q

0991: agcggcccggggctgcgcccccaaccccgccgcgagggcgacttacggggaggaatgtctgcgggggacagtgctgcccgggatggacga

LTBP2 R P G A A P P T P P R G R L T G R N V C G G Q C C P G W T T

affec R P G A A P P T P P R G R L T G R N V C G G Q C C P G W T T

1081: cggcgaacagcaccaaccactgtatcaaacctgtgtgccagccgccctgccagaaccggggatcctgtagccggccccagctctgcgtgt

LTBP2 A N S T N H C I K P V C Q P P C Q N R G S C S R P Q L C V C

affec A N S T N H C I K P V C Q P P C Q N R G S C S R P Q L C V C

1171: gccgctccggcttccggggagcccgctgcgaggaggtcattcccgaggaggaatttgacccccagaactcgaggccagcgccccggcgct

LTBP2 R S G F R G A R C E E V I P E E E F D P Q N S R P A P R R S

affec A E G S P N P R G S S A A R E S T T T P R T R S L A S Q L P

1261: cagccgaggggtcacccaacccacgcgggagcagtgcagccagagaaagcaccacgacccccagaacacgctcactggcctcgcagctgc

LTBP2 A E G S P N P R G S S A A R E S T T T P R T R S L A S Q L P

affec A E G S P N P R G S S A A R E S T T T P R T R S L A S Q L P

1351: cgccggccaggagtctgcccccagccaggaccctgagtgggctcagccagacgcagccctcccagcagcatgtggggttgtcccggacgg

LTBP2 P A R S L P P A R T L S G L S Q T Q P S Q Q H V G L S R T A

affec P A R S L P P A R T L S G L S Q T Q P S Q Q H V G L S R T A

1441: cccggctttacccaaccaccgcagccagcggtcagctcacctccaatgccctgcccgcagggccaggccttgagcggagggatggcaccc

LTBP2 R L Y P T T A A S G Q L T S N A L P A G P G L E R R D G T Q

affec R L Y P T T A A S G Q L T S N A L P A G P G L E R R D G T Q

1531: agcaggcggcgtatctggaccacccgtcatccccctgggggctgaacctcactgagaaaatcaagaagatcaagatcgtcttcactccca

LTBP2 Q A A Y L D H P S S P W G L N L T E K I K K I K I V F T P T

affec Q A A Y L D H P S S P W G L N L T E K I K K I K I V F T P T

1621: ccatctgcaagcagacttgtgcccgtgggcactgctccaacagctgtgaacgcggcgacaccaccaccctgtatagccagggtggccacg

LTBP2 I C K Q T C A R G H C S N S C E R G D T T T L Y S Q G G H G

affec I C K Q T C A R G H C S N S C E R G D T T T L Y S Q G G H G

1711: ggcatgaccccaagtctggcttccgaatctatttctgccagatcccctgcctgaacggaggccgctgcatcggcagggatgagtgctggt

LTBP2 H D P K S G F R I Y F C Q I P C L N G G R C I G R D E C W C

affec H D P K S G F R I Y F C Q I P C L N G G R C I G R D E C W C

1801: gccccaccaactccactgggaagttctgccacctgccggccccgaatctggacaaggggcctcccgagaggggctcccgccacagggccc

LTBP2 P T N S T G K F C H L P A P N L D K G P P E R G S R H R A L

affec P T N S T G K F C H L P A P N L D K G P P E R G S R H R A L

1891: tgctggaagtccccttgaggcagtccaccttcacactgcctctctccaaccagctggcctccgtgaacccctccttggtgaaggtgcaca

LTBP2 L E V P L R Q S T F T L P L S N Q L A S V N P S L V K V H I

affec L E V P L R Q S T F T L P L S N Q L A S V N P S L V K V H I

1981: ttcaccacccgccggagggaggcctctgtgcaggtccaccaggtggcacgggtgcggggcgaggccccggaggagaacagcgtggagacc

LTBP2 H H P P E ****A S V Q V H Q V A R V R G E A P E E N S V E T

affec H H P P E G G L C A G P P G G T G A G R G P G G E Q R G D Q

2071: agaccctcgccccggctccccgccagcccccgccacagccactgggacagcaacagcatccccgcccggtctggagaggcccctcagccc

LTBP2 R P S P R L P A S P R H S H W D S N S I P A R S G E A P Q P

affec T L A P A P R Q P P P Q P L G Q Q Q H P R P V W R G P S A P

2161: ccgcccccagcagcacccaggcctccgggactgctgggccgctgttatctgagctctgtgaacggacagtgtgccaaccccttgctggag

LTBP2 P P P A A P R P P G L L G R C Y L S S V N G Q C A N P L L E

affec A P S S T Q A S G T A G P L L S E L C E R T V C Q P L A G A

2251: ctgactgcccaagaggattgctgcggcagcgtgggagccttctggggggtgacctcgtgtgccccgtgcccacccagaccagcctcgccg

LTBP2 L T A Q E D C C G S V G A F W G V T S C A P C P P R P A S P

affec D C P R G L L R Q R G S L L G G D L V C P V P T Q T S L A G

2341: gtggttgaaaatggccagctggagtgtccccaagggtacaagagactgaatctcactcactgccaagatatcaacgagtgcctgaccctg

LTBP2 V V E N G Q L E C P Q G Y K R L N L T H C Q D I N E C L T L

affec G STOP

2431: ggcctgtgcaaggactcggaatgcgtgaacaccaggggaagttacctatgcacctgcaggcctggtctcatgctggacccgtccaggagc

LTBP2 G L C K D S E C V N T R G S Y L C T C R P G L M L D P S R S

2521: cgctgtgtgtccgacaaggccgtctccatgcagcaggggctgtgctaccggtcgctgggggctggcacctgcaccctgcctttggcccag

LTBP2 R C V S D K A V S M Q Q G L C Y R S L G A G T C T L P L A Q

2611: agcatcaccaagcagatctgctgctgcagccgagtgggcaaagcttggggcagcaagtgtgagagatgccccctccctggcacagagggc

LTBP2 S I T K Q I C C C S R V G K A W G S K C E R C P L P G T E G

2701: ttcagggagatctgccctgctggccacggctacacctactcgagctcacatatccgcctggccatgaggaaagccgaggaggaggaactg

LTBP2 F R E I C P A G H G Y T Y S S S H I R L A M R K A E E E E L

2791: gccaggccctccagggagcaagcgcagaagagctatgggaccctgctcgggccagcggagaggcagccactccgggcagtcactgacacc

LTBP2 A R P S R E Q A Q K S Y G T L L G P A E R Q P L R A V T D T

2881: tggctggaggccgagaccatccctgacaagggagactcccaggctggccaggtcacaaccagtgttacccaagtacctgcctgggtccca

LTBP2 W L E A E T I P D K G D S Q A G Q V T T S V T Q V P A W V P

2971: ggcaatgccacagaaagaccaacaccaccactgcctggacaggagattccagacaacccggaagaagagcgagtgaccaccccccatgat

LTBP2 G N A T E R P T P P L P G Q E I P D N P E E E R V T T P H D

3061: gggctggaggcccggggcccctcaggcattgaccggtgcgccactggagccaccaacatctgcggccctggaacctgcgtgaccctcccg

LTBP2 G L E A R G P S G I D R C A T G A T N I C G P G T C V T L P

3151: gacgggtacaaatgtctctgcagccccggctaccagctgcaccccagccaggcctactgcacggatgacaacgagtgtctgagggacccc

LTBP2 D G Y K C L C S P G Y Q L H P S Q A Y C T D D N E C L R D P

3241: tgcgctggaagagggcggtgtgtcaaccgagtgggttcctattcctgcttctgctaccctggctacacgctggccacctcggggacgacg

LTBP2 C A G R G R C V N R V G S Y S C F C Y P G Y T L A T S G T T

3331: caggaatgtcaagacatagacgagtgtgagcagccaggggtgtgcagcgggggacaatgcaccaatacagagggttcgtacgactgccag

LTBP2 Q E C Q D I D E C E Q P G V C S G G Q C T N T E G S Y D C Q

3421: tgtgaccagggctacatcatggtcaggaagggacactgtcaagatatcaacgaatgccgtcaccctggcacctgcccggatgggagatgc

LTBP2 C D Q G Y I M V R K G H C Q D I N E C R H P G T C P D G R C

3511: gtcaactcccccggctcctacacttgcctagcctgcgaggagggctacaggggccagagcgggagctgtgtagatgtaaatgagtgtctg

LTBP2 V N S P G S Y T C L A C E E G Y R G Q S G S C V D V N E C L

3601: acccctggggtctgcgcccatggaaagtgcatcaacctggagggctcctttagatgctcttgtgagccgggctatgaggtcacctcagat

LTBP2 T P G V C A H G K C I N L E G S F R C S C E P G Y E V T S D

3691: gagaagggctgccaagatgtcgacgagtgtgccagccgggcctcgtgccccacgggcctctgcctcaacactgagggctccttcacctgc

LTBP2 E K G C Q D V D E C A S R A S C P T G L C L N T E G S F T C

3781: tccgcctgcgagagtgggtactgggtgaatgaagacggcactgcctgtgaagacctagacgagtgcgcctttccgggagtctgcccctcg

LTBP2 S A C E S G Y W V N E D G T A C E D L D E C A F P G V C P S

3871: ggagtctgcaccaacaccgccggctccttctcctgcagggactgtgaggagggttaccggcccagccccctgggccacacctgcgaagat

LTBP2 G V C T N T A G S F S C R D C E E G Y R P S P L G H T C E D

3961: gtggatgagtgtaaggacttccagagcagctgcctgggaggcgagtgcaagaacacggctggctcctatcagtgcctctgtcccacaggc

LTBP2 V D E C K D F Q S S C L G G E C K N T A G S Y Q C L C P T G

4051: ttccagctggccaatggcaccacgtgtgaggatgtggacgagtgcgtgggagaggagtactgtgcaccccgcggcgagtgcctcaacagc

LTBP2 F Q L A N G T T C E D V D E C V G E E Y C A P R G E C L N S

4141: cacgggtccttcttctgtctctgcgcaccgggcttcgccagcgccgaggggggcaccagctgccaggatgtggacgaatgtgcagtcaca

LTBP2 H G S F F C L C A P G F A S A E G G T S C Q D V D E C A V T

4231: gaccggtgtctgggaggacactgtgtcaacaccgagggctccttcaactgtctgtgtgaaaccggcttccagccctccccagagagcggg

LTBP2 D R C L G G H C V N T E G S F N C L C E T G F Q P S P E S G

4321: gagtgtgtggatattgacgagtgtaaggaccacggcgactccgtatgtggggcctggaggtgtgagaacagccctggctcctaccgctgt

LTBP2 E C V D I D E C K D H G D S V C G A W R C E N S P G S Y R C

4411: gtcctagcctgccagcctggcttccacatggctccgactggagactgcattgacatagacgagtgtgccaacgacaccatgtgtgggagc

LTBP2 V L A C Q P G F H M A P T G D C I D I D E C A N D T M C G S

4501: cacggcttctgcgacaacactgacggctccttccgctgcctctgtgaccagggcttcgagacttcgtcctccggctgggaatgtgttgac

LTBP2 H G F C D N T D G S F R C L C D Q G F E T S S S G W E C V D

4591: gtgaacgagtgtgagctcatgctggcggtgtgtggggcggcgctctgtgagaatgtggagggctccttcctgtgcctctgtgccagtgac

LTBP2 V N E C E L M L A V C G A A L C E N V E G S F L C L C A S D

4681: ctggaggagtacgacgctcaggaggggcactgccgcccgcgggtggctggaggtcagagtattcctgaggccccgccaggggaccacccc

LTBP2 L E E Y D A Q E G H C R P R V A G G Q S I P E A P P G D H P

4771: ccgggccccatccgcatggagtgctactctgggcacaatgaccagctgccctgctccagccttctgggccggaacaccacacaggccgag

LTBP2 P G P I R M E C Y S G H N D Q L P C S S L L G R N T T Q A E

4861: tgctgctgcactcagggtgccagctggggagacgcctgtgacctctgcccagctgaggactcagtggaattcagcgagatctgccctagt

LTBP2 C C C T Q G A S W G D A C D L C P A E D S V E F S E I C P S

4951: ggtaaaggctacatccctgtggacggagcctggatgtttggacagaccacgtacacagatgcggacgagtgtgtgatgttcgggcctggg

LTBP2 G K G Y I P V D G A W M F G Q T T Y T D A D E C V M F G P G

5041: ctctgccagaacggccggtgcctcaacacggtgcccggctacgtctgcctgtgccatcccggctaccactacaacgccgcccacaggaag

LTBP2 L C Q N G R C L N T V P G Y V C L C H P G Y H Y N A A H R K

5131: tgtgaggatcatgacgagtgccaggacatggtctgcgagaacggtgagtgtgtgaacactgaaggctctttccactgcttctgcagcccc

LTBP2 C E D H D E C Q D M V C E N G E C V N T E G S F H C F C S P

5221: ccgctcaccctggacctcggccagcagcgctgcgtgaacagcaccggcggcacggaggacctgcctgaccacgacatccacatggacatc

LTBP2 P L T L D L G Q Q R C V N S T G G T E D L P D H D I H M D I

5311: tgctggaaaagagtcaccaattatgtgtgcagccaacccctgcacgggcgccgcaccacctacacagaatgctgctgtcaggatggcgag

LTBP2 C W K R V T N Y V C S Q P L H G R R T T Y T E C C C Q D G E

5401: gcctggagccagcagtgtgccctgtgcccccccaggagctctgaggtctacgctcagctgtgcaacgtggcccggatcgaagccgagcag

LTBP2 A W S Q Q C A L C P P R S S E V Y A Q L C N V A R I E A E Q

5491: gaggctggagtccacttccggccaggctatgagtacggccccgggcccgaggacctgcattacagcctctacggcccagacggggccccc

LTBP2 E A G V H F R P G Y E Y G P G P E D L H Y S L Y G P D G A P

5581: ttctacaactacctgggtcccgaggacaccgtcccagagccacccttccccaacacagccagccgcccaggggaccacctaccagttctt

LTBP2 F Y N Y L G P E D T V P E P P F P N T A S R P G D H L P V L

5671: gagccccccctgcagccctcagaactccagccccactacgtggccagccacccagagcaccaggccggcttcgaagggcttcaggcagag

LTBP2 E P P L Q P S E L Q P H Y V A S H P E H Q A G F E G L Q A E

5761: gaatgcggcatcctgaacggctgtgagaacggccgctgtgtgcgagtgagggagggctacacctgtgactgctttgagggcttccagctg

LTBP2 E C G I L N G C E N G R C V R V R E G Y T C D C F E G F Q L

5851: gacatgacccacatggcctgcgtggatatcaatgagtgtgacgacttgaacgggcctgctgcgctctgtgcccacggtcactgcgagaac

LTBP2 D M T H M A C V D I N E C D D L N G P A A L C A H G H C E N

5941: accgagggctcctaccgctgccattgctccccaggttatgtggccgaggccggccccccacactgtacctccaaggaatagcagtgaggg

LTBP2 T E G S Y R C H C S P G Y V A E A G P P H C T S K E STOP

6031: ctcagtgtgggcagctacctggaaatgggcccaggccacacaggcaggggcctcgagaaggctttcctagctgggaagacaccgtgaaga

6121: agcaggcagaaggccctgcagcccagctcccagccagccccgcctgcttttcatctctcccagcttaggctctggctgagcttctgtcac

6211: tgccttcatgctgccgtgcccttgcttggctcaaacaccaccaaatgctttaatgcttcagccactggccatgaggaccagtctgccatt

6301: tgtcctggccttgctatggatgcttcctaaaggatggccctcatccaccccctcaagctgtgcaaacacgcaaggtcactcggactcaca

6391: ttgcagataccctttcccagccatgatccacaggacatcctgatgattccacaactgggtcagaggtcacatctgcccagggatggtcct

6481: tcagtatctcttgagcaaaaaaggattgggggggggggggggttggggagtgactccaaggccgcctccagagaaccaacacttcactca

6571: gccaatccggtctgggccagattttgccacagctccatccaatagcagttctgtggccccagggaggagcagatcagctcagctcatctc

6661: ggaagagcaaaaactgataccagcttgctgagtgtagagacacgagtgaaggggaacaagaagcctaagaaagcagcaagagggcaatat

6751: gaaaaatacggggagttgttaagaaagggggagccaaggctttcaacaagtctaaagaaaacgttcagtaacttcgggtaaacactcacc

6841: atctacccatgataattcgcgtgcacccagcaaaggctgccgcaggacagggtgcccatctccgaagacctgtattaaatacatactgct

6931: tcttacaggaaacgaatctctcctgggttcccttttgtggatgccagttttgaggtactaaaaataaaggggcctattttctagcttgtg

7021: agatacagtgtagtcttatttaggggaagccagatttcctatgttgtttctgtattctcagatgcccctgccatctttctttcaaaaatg

7111: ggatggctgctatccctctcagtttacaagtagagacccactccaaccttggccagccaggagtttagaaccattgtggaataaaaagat

7201: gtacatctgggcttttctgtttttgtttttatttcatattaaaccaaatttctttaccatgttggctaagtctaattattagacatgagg

7291: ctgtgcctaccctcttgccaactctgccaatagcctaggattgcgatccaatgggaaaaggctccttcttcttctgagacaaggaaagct

7381: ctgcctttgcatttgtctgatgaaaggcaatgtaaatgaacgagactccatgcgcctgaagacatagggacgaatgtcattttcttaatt

7471: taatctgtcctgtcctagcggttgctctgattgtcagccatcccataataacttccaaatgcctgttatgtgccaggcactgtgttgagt

7561: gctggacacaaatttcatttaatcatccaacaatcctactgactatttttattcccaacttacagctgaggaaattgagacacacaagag

7651: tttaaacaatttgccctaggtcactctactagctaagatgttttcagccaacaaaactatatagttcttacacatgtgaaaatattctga

7741: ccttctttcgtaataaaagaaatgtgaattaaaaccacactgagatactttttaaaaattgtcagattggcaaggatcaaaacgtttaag

7831: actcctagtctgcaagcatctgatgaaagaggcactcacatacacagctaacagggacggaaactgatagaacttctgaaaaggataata

7921: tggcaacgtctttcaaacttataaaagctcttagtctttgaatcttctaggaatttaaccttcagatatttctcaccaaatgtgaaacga

8011: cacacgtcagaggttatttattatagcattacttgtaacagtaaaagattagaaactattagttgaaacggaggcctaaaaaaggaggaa

8101: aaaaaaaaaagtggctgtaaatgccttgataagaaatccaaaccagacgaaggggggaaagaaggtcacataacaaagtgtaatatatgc

8101: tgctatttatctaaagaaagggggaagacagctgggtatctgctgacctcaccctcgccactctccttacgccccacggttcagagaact

8191: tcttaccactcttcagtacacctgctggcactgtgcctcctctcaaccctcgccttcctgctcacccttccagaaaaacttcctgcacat

8281: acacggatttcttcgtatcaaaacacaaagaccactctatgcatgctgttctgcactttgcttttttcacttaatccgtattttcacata

8371: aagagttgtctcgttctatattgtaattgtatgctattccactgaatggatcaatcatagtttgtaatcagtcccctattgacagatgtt

8461: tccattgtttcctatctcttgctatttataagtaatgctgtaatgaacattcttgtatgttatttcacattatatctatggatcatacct

8551: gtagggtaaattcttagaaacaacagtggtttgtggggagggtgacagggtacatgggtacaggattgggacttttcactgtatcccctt

8641: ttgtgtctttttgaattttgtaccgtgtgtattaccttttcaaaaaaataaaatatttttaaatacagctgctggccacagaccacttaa

8731: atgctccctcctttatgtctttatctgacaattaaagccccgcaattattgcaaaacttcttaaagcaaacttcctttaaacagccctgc

8821: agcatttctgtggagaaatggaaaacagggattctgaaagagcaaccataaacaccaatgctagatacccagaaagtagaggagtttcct

8911: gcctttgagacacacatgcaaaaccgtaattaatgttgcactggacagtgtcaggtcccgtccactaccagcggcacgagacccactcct

9001: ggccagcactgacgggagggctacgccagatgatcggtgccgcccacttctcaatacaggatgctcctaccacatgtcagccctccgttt

9091: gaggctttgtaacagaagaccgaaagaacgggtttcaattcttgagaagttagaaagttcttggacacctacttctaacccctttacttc

9181: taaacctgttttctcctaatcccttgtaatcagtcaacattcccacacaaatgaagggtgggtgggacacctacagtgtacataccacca

9271: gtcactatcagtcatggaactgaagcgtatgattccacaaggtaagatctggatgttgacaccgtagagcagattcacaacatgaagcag

9361: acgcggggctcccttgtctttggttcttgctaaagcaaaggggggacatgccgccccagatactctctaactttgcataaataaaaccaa

9451: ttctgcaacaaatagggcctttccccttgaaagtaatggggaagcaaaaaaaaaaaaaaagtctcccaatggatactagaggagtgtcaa

9541: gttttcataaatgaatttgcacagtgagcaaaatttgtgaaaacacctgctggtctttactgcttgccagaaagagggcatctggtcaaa

9631: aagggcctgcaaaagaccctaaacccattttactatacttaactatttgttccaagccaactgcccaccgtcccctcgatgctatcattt

9721: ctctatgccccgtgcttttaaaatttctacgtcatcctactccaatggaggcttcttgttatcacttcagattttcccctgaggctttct

9811: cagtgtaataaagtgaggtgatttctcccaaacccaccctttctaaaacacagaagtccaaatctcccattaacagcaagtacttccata

9901: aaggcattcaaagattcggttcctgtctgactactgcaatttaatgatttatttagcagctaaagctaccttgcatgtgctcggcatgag

9991: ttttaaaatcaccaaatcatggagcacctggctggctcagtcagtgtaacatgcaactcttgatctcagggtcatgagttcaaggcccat

10081: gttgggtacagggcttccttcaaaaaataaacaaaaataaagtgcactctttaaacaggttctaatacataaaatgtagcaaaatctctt

10171: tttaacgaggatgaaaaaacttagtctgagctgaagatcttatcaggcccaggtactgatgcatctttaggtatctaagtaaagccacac

10261: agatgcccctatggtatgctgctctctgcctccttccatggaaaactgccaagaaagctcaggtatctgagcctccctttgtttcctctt

10351: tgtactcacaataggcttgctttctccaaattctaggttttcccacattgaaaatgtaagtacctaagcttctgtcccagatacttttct

10441: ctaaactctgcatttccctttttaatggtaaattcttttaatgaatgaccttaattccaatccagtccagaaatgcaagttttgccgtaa

10531: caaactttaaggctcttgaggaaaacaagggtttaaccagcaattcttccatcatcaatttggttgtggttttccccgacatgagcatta

10621: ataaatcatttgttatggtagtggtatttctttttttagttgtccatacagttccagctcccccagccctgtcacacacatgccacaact

10711: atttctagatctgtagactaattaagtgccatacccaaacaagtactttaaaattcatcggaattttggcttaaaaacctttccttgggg

10801: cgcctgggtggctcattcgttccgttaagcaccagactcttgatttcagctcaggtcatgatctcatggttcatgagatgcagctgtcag

10891: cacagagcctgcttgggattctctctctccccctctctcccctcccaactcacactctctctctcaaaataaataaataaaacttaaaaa

10981: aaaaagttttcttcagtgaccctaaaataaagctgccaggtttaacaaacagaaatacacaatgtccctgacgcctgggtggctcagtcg

11071: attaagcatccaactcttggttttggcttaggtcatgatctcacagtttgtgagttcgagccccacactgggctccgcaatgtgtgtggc

11161: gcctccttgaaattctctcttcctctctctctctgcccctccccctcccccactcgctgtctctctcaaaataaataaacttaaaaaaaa

10251: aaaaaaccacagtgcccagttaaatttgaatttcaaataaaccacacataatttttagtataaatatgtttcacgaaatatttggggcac

11341: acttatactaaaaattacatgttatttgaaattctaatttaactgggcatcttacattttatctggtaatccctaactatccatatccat

11431: accaaca

# Supplementary material for: A Mutation in LTBP2 Causes Congenital Glaucoma in Domestic Cats (Felis catus)
**Source:** PLoS One. 2016 May 5;11(5):e0154412. doi: 10.1371/journal.pone.0154412
**Supplement:** S2 Fig — Sequence homology to human LTBP2 is slightly lower in mice (77% over 98% length).

Cat to human (NM_000428.2) 87% identity over 100% length

Cat to mouse (NP_038617.3) 77% over 98% (mouse is shorter)

CLUSTAL O(1.2.1) multiple sequence alignment

Mus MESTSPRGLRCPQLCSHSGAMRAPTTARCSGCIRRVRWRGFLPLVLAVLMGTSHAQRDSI

Felis --------------------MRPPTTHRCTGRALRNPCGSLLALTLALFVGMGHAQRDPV

Homo --------------------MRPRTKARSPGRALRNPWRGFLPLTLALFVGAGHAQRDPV

** *. *. * * .:* *.**:::* .***** :

Mus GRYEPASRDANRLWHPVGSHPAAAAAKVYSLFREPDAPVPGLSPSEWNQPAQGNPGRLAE

Felis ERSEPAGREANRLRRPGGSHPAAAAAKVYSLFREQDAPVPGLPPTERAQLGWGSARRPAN

Homo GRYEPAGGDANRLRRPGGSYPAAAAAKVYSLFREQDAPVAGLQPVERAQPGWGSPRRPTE

* ***. :**** :* **:************** **** ** * * * . *. * ::

Mus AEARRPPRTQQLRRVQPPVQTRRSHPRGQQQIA--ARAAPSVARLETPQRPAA----ARR

Felis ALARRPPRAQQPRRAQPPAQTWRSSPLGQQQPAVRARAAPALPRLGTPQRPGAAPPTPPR

Homo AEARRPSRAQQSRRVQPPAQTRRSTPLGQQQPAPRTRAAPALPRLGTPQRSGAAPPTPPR

* **** *:** **.***.** ** * **** * :****:: ** **** .* *

Mus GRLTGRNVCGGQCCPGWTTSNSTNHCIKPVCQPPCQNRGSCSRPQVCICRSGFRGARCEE

Felis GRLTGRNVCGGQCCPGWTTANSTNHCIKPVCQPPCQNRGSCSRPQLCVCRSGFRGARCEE

Homo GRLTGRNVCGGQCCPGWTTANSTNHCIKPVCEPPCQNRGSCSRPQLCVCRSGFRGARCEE

*******************:***********:*************:*:************

Mus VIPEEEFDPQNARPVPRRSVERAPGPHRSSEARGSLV-TRIQPLVP----PPSPPPS---

Felis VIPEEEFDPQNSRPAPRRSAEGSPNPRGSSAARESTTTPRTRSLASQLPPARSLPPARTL

Homo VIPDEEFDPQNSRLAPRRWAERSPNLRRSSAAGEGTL-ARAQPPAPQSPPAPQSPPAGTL

***:*******:* .*** .* :* : ** * . * : . . **:

Mus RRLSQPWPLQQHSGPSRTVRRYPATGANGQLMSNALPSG--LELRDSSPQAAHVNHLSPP

Felis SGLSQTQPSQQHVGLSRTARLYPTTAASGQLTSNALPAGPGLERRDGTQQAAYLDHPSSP

Homo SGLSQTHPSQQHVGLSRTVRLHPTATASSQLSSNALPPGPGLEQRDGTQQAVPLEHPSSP

*** * *** * ***.* :*:: *..** ***** * ** **.: **. ::* * *

Mus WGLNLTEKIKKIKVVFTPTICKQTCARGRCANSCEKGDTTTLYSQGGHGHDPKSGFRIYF

Felis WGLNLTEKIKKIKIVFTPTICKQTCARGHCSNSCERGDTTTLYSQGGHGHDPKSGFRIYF

Homo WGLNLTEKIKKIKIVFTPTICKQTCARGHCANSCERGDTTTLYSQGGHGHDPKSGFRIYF

*************:**************:*:****:************************

Mus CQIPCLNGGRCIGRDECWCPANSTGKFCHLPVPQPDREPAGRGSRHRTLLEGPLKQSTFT

Felis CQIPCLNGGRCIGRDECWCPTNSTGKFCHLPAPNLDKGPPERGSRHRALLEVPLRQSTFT

Homo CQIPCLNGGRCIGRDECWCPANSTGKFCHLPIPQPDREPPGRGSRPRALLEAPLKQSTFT

********************:********** *: *: * **** *:*** **:*****

Mus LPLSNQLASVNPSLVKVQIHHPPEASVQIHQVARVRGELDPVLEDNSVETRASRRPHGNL

Felis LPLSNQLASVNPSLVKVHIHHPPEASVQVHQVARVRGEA---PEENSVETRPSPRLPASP

Homo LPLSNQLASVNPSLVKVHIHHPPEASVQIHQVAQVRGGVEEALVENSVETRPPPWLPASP

*****************:**********:****:*** :****** ..

Mus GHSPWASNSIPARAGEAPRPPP-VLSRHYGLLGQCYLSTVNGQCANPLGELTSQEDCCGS

Felis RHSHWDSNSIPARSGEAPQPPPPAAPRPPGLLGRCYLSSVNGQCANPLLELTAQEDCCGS

Homo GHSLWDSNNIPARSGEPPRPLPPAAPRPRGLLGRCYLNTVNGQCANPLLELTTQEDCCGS

** * **.****:** *:* * . * ****:***.:********* ***:*******

Mus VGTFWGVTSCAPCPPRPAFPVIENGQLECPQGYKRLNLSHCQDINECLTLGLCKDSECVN

Felis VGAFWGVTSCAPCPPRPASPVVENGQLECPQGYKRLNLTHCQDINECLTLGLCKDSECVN

Homo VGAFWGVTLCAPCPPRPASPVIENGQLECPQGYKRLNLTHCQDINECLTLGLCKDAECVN

**:***** ********* **:****************:****************:****

Mus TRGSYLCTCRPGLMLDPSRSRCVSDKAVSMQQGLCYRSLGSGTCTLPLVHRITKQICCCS

Felis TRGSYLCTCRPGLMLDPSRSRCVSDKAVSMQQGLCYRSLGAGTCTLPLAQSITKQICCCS

Homo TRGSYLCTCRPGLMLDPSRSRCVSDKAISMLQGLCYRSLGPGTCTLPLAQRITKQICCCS

***************************:** ********* *******.: *********

Mus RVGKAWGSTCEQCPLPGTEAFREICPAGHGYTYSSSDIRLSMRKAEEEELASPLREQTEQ

Felis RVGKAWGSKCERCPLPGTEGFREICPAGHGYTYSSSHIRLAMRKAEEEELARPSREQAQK

Homo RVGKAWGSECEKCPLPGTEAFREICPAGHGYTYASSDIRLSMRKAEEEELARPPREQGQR

******** **:*******.*************:**.***:********** * *** ::

Mus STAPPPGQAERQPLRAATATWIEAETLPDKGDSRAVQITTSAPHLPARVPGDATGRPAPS

Felis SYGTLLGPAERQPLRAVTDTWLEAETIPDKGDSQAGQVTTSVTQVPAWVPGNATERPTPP

Homo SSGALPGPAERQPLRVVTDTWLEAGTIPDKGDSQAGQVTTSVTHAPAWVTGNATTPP---

* . * *******..* **:** *:******:* *:***. : ** * *:** *

Mus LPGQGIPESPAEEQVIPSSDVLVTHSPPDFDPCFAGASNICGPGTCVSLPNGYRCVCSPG

Felis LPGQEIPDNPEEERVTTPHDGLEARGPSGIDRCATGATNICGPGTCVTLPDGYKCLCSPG

Homo MPEQGIAEI-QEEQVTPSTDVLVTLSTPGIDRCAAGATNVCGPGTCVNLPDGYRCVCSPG

:* * * : **:* * * : . :* * :**:*:*******.**:**:*:****

Mus YQLHPSQDYCT-------------------------------------------DIDECE

Felis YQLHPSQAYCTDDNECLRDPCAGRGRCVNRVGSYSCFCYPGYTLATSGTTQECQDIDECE

Homo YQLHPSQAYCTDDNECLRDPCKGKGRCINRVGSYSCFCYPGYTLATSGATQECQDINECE

******* *** **:***

Mus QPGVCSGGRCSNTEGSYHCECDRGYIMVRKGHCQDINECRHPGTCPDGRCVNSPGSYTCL

Felis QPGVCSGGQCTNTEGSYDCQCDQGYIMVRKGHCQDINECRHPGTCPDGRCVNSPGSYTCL

Homo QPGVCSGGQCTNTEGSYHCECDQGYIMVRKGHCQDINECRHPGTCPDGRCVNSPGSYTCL

********:*:******.*:**:*************************************

Mus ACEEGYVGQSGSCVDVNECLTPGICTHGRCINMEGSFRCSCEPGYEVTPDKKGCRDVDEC

Felis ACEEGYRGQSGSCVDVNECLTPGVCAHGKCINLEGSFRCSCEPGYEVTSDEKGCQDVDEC

Homo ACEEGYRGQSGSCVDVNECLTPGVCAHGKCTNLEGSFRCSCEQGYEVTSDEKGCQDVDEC

****** ****************:*:**:* *:********* ***** *:***:*****

Mus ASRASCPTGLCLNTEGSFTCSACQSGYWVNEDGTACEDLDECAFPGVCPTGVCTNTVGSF

Felis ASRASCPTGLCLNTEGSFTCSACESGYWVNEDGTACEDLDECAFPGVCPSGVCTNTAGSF

Homo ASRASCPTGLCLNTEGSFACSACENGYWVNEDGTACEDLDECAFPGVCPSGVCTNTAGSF

******************:****:.************************:******.***

Mus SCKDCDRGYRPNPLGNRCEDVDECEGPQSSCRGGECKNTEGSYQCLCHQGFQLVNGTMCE

Felis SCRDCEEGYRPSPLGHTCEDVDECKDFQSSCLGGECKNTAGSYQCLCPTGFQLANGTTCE

Homo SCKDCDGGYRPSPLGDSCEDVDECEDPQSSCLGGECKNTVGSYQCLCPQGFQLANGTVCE

**:**: ****.***. *******: **** ******* ******* ****.*** **

Mus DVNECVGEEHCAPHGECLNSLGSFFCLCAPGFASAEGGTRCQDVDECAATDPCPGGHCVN

Felis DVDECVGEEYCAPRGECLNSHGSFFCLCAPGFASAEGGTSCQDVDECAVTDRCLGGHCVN

Homo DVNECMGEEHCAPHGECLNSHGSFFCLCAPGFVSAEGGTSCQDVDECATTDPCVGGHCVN

**:**:***:***:****** ***********.****** ********.** * ******

Mus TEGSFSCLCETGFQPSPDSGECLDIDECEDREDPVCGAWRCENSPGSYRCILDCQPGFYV

Felis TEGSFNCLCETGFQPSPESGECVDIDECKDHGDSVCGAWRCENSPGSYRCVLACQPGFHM

Homo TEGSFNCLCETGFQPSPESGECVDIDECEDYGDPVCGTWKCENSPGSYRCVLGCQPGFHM

*****.***********:****:*****:* * ***:*:**********:* *****::

Mus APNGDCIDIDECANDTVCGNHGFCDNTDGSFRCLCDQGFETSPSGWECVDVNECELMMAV

Felis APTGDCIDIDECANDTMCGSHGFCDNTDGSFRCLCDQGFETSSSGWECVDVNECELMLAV

Homo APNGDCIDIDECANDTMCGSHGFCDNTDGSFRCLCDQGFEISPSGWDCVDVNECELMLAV

**.*************:**.******************** * ***:**********:**

Mus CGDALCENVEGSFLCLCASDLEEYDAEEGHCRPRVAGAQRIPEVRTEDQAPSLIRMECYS

Felis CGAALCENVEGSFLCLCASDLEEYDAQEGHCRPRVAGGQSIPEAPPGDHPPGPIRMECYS

Homo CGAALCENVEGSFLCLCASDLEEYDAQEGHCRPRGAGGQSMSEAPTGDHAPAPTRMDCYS

** ***********************:******* **.* : *. *: *. **:***

Mus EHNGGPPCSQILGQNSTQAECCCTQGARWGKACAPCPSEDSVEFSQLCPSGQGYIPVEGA

Felis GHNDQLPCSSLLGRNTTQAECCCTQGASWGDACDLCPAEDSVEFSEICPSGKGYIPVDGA

Homo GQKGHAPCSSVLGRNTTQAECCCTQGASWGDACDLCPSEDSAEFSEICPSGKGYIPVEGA

:: ***.:**:*:*********** **.** **:***.***::****:*****:**

Mus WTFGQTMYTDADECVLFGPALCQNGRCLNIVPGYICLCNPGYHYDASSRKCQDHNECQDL

Felis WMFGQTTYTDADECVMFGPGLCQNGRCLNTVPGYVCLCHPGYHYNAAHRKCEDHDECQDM

Homo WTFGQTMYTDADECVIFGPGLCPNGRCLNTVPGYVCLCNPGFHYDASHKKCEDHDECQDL

* **** ********:***.** ****** ****:***.**:**:*: :**:**:****:

Mus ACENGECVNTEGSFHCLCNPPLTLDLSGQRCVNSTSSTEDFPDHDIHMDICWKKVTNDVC

Felis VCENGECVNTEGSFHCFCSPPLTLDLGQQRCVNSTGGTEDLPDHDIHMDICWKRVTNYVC

Homo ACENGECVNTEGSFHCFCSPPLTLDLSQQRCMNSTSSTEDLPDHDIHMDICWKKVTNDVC

.***************:*.*******. ***:***..***:************:*** **

Mus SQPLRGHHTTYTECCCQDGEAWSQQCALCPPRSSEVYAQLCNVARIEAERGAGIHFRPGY

Felis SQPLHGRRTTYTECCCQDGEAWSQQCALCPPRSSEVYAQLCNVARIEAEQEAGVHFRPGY

Homo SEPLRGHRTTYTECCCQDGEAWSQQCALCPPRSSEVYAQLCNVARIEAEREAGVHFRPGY

*:**:*::*****************************************: **:******

Mus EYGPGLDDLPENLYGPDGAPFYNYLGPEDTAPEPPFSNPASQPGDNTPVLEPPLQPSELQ

Felis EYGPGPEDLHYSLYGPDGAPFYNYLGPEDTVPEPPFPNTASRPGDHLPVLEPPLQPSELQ

Homo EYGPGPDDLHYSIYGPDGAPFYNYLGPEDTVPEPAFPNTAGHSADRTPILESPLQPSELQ

***** :** .:*****************.*** * * *.: .*. *:** ********

Mus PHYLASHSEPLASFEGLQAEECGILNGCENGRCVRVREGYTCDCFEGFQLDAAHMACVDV

Felis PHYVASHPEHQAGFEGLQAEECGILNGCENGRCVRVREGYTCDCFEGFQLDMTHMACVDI

Homo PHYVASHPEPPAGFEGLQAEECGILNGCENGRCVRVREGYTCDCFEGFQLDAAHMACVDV

***:*** * *.************************************** :******:

Mus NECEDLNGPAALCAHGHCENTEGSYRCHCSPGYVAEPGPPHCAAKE

Felis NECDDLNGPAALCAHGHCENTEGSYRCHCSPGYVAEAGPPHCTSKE

Homo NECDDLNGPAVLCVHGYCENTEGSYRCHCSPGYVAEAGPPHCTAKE

***:******.**.**:******************* *****::**

How the deposited data were processed for this re-analysis (not part of the article)

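RNA from the iridocorneal angle and ciliary body, with adjacent sclera and trabecular meshwork, was measured in 2 libraries, 1 from an affected cat and 1 from an unrelated normal cat, both 2 months old. The condition of each library was taken from the sample labels and the paper's methods, and each column of the deposited table carries the name of its condition.

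The deposited values are FPKM, which the authors calculated with Cufflinks 2.1.1 and cummeRbund 2.4.1 with at most 20000000 fragments per bundle. Before that step the authors aligned the reads to felCat5 with TopHat 2.0.9 and Ensembl gene predictions, with an insertion length of at most 4, 2 mismatches, a gap length of 4 and an edit distance of 4 per read. The table has 1 row for each of 32065 Cufflinks loci. Filters on loci and the scaling between libraries are not stated in the paper's text. The 10 loci with the highest values held 17.9% of the summed FPKM in the normal and 14.2% in the affected library. FPKM are not counts, so no count model was used, and with 1 library per condition no p-value was calculated.

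Scaled fragment totals were recovered from the steps between low values at unnamed loci, where the length of the locus was taken as the length of the transcript. The best fit used an effective length 176 bases shorter than the locus in the normal and 177 bases shorter in the affected library. The resulting precision covers counting error only. The counting error of LTBP2 is conditional on the S1 Fig cDNA as the transcript model, since the table gives no transcript length.

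Log2 ratios were calculated from the FPKM as deposited, with a pseudocount of 1, without rescaling between libraries, and over loci with at least 1 FPKM in at least 1 library. Log2 ratios on this scale understate the change of low loci. Where a gene name stands on several rows, the row with the highest mean was used, and names were matched exactly as listed. Loci that join several names were not matched to single genes. A table pairing symbols with identifiers for a later cat assembly was not used, because it carries no Ensembl identifiers.

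Lists of marker genes were written before the data were examined, together with the log2 ratio, the thresholds and most alternatives. The lists are the candidate glaucoma genes, microfibril and zonule, TGF-beta targets, vascular endothelium, pigment cells, photoreceptors, lens, corneal and conjunctival epithelium, skeletal muscle, smooth muscle, red blood cells, macrophages and leukocytes, cell division, trabecular meshwork, ciliary epithelium, and nerve and Schwann cells. Lists of immediate early genes, interferon response genes and corneal and scleral stroma genes were written after the values had been seen. The median log2 ratio of a list was given as its percentile among 10000 random lists of the same size, matched on mean log2(FPKM + 1) in 20 bins with random seed 1. Lists with under 5 genes past the expression minimum got no percentile. The random lists were drawn from 13485 named genes without the rows named 5S_rRNA. Percentiles below 2.5 or above 97.5 are called outside the central 95%.

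The text names LTBP2, other candidate genes, TYR, TGFB1 to TGFB3, members of the lists, the 10 genes with the highest and the 10 with the lowest log2 ratio among those with a gene symbol, other than an Ensembl identifier alone, and a mean of at least 10 FPKM, and the 10 loci with the highest FPKM in each library. LTBP1 is not among the gene names listed, so it was not analysed here. Values of some single genes under this rule are not reported here.

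The list procedure was tested on simulated data, in which 200 of 13486 genes were changed 4-fold. All 20 lists of changed genes fell outside the central 95% in the direction simulated, and 8 of 100 lists of unchanged genes fell outside it. Each changed list held changed genes only, and the noise was independent between genes. The simulation therefore does not cover lists whose genes move together. The fragment step was tested on 2500 loci simulated without noise, where a step of 12.5 was recovered as 12.5.

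The cDNA was read from S1 Fig and the alignment from S2 Fig. Translation and mass used Biopython 1.88, and Wilson intervals used scipy 1.17.1. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Alternatives were a pseudocount of 0.1, 2 ways of rescaling the libraries, no minimum and a mean of at least 5 FPKM, a 4-fold threshold, 5 matching bins, the mean in place of the median of a list, gaps counted as mismatches, and removal of the first 35 residues. Removal of loci under 200 bases and of loci listed at 0 in exactly 1 library was added after the data were examined. Linkage, Sanger sequencing, clinical and morphological results rest on other data and were not analysed here.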

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

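The lists of photoreceptor, lens and ciliary epithelium genes were fixed before the data were examined, the lists of immediate early and interferon response genes afterwards, and all tests of explanations were chosen after the results had been seen. The paper does not analyse genes outside its candidates in these libraries, and 5 lists stood higher in the affected than in the normal library.

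The median log2 ratio of the photoreceptor genes was 1.73, above all 10000 random lists, and all 10 genes used were higher in the affected library. SAG rose from 48.2 to 426.8 FPKM, PRPH2 from 47.8 to 270.9 FPKM and RCVRN from 149.3 to 513.8 FPKM. The lens list had a median of 1.35, also above all 10000 random lists, with 10 of 12 genes higher. CRYBB2 rose from 3588 to 9247 FPKM and BFSP1 from 38.4 to 315.5 FPKM, whereas CRYAA was listed at 22978 FPKM in the normal library and at 0 in the affected one. The ciliary epithelium list had a median of 1.17, the 99.96th percentile, with 6 of 8 genes higher, among them OPTC, COL9A1 and COL9A2. The ciliary body was part of the dissected tissue, so the genes of this list are expressed in the tissue studied, while the neural retina and the lens are not in the paper's description of it. In both libraries the lens list nevertheless held several percent of the summed FPKM, 7.39% in the normal and 6.07% in the affected library. Without CRYAA the shares were 3.85% and 6.07%, so that gene decides which library has the higher one.

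Of the other lists fixed beforehand, 6 stood lower in the affected library. Their median log2 ratios were −2.79 for corneal and conjunctival epithelium, −2.23 for cell division, −1.74 for vascular endothelium and −0.87 for TGF-beta targets, each below all 10000 random lists. Pigment cells had a median of −0.61 (percentile 0.15) and nerve and Schwann cells −0.60 (percentile 0.58). If lists held unrelated genes, 0.75 of the 15 lists with a percentile would lie outside the central 95%, and 9 did. Genes of 1 cell type can move together between any 2 pieces of tissue. The random lists do not reproduce this, so the percentiles do not measure variation between cats.

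A scaling factor between the libraries moves all lists the same way, and the medians of these 9 lists span 4.53 on the log2 scale, which such a factor does not produce. Depth also gives no account of it, since the value of 1 fragment differed only 1.05-fold between the libraries. Removal of the trend with the length of the locus, which shifted no bin of genes by more than 0.07, left all 9 lists on the same side outside the central 95%. That length is the genomic span with introns, so a trend with transcript length was not tested. A candidate explanation is that the dissected pieces held different shares of neighbouring tissues, more of the inner and less of the outer eye wall in the affected cat. Not all values follow that division. The pigment cell list was lower although such cells also lie in the iris and ciliary body, and 2 of 8 ciliary epithelium genes were lower. Over all 11 cell type lists with a percentile, 78.4% of the members moved in the direction of most of their list. Random lists had a median of 62.7%, and their central 95% reached up to 69.6%. Such agreement largely restates the list medians given above. A disease effect could produce it too, so it does not favour different tissue shares over disease. A fall in a single cell type would raise all the others alike and does not account for lists that moved apart. The paper's histology of young affected cats describes sparse intra-scleral vessels, an underdeveloped iris stroma and ciliary body, and elongated ciliary processes. Sparse vessels could contribute to the lower vascular endothelium list, and elongated processes to the higher ciliary epithelium list. An underdeveloped ciliary body would work against the latter. Disease of the affected cat therefore remains open as an explanation not tested here, and with 1 library per condition it cannot be told apart from the dissection. Only 3 genes stand in more than 1 of the lists fixed beforehand.

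The immediate early list had a median log2 ratio of 2.55, above all 10000 random lists, and 14 of 15 genes were higher in the affected library. EGR1 rose from 11.4 to 189.4 FPKM and JUNB from 15.7 to 142.8 FPKM. The interferon response list had a median of 0.76, the 99.98th percentile, with all 11 genes used higher. Both lists were written because C-FOS and IFI6 had drawn attention. Without C-FOS the immediate early median was 2.32, and without IFI6 the interferon median was 0.73. Handling of the eye between death and extraction may raise immediate early genes, and a disease process may raise either list. These cannot be told apart, because handling times are not given in the paper's text and each condition has 1 library.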

How the results depend on the processing

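Among the values recomputed for lists with a percentile, 132 kept their sign and their side of the central 95% and 11 did not. Photoreceptors, ciliary epithelium, corneal epithelium, vascular endothelium, cell division, TGF-beta targets and pigment cells did so under each alternative.

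With the mean in place of the median, the lens list changed from 1.35 to −0.13 and was inside the central 95%. CRYAA, listed at 0 in the affected library, decides this mean, which was 1.18 without it. The microfibril and zonule list changed from −0.07 to 0.60, and MFAP2, listed at 0 in the normal library, decides it, with a mean of 0.05 without that gene. The mean of the candidate glaucoma genes was −0.017, that of smooth muscle 0.0095 and that of trabecular meshwork −0.23, each opposite in sign to its median and all inside the central 95%. Nerve and Schwann cells, with a mean of −0.44, moved inside it, and macrophages and leukocytes, with a mean of 0.60, moved above it. With a mean of at least 5 FPKM the macrophage and leukocyte median rose to 1.58, also above the central 95%. With no filter the medians of skeletal muscle and trabecular meshwork were 0.12 and −0.062, and with the libraries rescaled to a sum of 1000000 that of skeletal muscle was 0.15, all inside the central 95% and opposite in sign to their medians of −0.39 and 0.15 with the filter. Apart from the lens and zonule means, the cause was not tested.

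The LTBP2 log2 ratio was 1.71 with a pseudocount of 0.1 and 1.63 with both libraries rescaled to a sum of 1000000. These shifts exceed the counting error of 0.03, which is conditional on the transcript model. The percentile of LTBP2 was 84.0 (normal) and 94.9 (affected) with no filter, and 52.0 and 84.7 with a mean of at least 5 FPKM, since the filter sets which loci are compared.

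Loci at least 2-fold higher or lower numbered 815 and 691 with a mean of at least 5 FPKM, and 280 and 298 with a 4-fold threshold, against 1358 and 1459. They rose to 1992 and 2173 with a pseudocount of 0.1, and to 1568 and 1946 with both libraries rescaled to a sum of 1000000. Without loci under 200 bases the counts were 1331 and 1426, and without loci listed at 0 in exactly 1 library 1278 and 1397, both removals being chosen after the data were examined. With no filter the counts could not change, because a 2-fold difference after addition of 1 FPKM needs at least 1 FPKM in a library. The share of higher calls was 48.2%, and between 44.6% and 48.1% under the rescalings. Pearson's r was 0.84 with a pseudocount of 0.1, 0.95 with no filter and 0.82 with a mean of at least 5 FPKM, where Spearman's rho was 0.80.

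Identity to mouse LTBP2 fell to 77.5% with gaps counted as mismatches, and the mass of the normal protein to 192.1 kDa without the first 35 residues. Of 582 values recomputed for 194 single genes, 131 moved by at least 0.1 on the log2 scale and none changed sign. No paired analysis was possible because each condition has 1 library. Depth does not limit the values of LTBP2, but the absence of replicates leaves the variation between cats unknown.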

Differences from the paper's values

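None of the paper's values for LTBP2 differed more than 1.5-fold from those calculated here. Identity to mouse was 80.3% without gaps against the paper's 77%, and was 77.5% with gaps counted as mismatches, an alternative set before the data were examined. The last unaltered residue was 484 against the paper's 486, and 116 altered residues were counted against the paper's 114, which sum to 600 in each case.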

Other observations

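The tests of explanations below were chosen after the results had been seen.

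LTBP2 was higher in the affected library, although the affected mRNA carries a premature stop. Rescaling of the libraries left a log2 ratio of 1.63, and counting error alone, if the S1 Fig cDNA was the transcript model, left a lower limit of 1.63. ISCA2, which is listed with the same span, had a log2 ratio of −0.10, which argues against fragments moved from it. A candidate explanation is a larger share of ciliary epithelium in the affected piece, since 3 of 8 ciliary epithelium genes had a log2 ratio above that of LTBP2. The LTBP2 log2 ratio exceeded the median of that list by 0.48. Whether more LTBP2 mRNA per cell adds to the difference cannot be told apart from the tissue share, because the table does not show which cells carry LTBP2 and each condition has 1 library. FPKM at a single age do not measure how fast an mRNA decays, so decay was not tested.

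At 35 loci the table gives 0 in 1 library and at least 10 FPKM in the other. They include COL1A2 (0 in the normal and 447.2 FPKM in the affected library), MFAP2 (0 and 145.5 FPKM), and CTSA and PLTP, which share a span on chromosome A3 and are both at 0 in the affected library against 102.5 and 137.6 FPKM in the normal one. These genes, some of them outside the rule for named genes, were chosen after their values were seen. COL1A1 moved the other way from COL1A2, with 2476 FPKM in the normal and 41.8 FPKM in the affected library. Among loci of at least 1 kilobase, 23 were at 0 and 7 lay above 0 and under 0.1 FPKM while the other library had at least 10 FPKM. How many stray fragments an absent transcript would leave was not measured, so these counts cannot separate absence from failed estimates. Failed estimates are a candidate explanation, and absence remains open. An unnamed locus that spans the whole mitochondrial genome was at 0 in both libraries, although every cell carries such transcripts. The 8 other mitochondrial loci, also at 0, are listed under another sequence name (MT in place of M), to which no reads may have been aligned. No biological explanation was tested for single genes.

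Of the 121 loci under 200 bases past the expression minimum, 49.6% differed at least 2-fold, against 16.9% of all loci. The highest value in the normal library, 31920 FPKM, belonged to an unnamed locus of this kind that had 3434 FPKM in the affected library. The highest value in the affected library, 20962 FPKM, belonged to another one that was listed at 0 in the normal library.

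Of the 10 genes with the highest log2 ratio, 8 were listed at 0 in the normal library, 6 of them rows named 5S_rRNA, and the others were APOA2 and GUCA1B, a photoreceptor gene outside the lists, with 0.019 and 104.6 FPKM. Of the 10 with the lowest, 6 were listed at 0 in the affected library, 2 of them rows named 5S_rRNA, and KERA, which encodes keratocan, fell from 264.7 to 0.19 FPKM. Among genes above 0 in both libraries, HBA (213.7 and 1.64 FPKM), KRT12 (299.1 and 3.27 FPKM), COL1A1 and COL3A1 (415.4 and 12.9 FPKM) were among the 10 lowest, and APOA2 (4.49 and 316.3 FPKM), RTBDN (2.12 and 99.6 FPKM) and C-FOS (3.60 and 137.5 FPKM) among the 10 highest. Crystallins (CRYAA, CRYAB, CRYBA1 and CRYBB2 in the normal library, and CRYAB, CRYBA1, CRYBA4 and CRYBB2 in the affected one), EEF1A1 and RPS29 were among the 10 highest loci.

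The list of corneal and scleral stroma genes, written after KERA had been seen, had a median log2 ratio of −3.04, with all 11 genes used lower in the affected library. The medians of the remaining lists lay inside the central 95%. They were 0.41 for the candidate glaucoma genes (percentile 95.2), −0.07 for microfibril and zonule (24.3), 0.15 for trabecular meshwork (72.5), 0.29 for macrophages and leukocytes (94.2), −0.39 for skeletal muscle (15.6) and −0.31 for smooth muscle (5.65). Red blood cells had 2 genes past the expression minimum and got no percentile. Within the macrophage list, C1QA (39.7 and 149.8 FPKM), C1QB and C1QC were higher in the affected library and PTPRC was lower.

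TYR, whose coding change gives the Siamese coat color, was listed at 182.7 FPKM in the normal and 26.8 FPKM in the affected library, a log2 ratio of −2.72, the lowest of 10 pigment cell genes, while DCT had 660.6 and 896.3 FPKM. TGFB2 rose from 65.3 to 152 FPKM, whereas TGFB1 changed from 24.0 to 19.1 FPKM and TGFB3 from 12.1 to 5.12 FPKM. Neither the genotype at TYR nor the breed of either cat was analysed here.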
